# Single cell transcriptome analysis of developing arcuate nucleus neurons uncovers their key developmental regulators

**DOI:** 10.1038/s41467-019-11667-y

**Published:** 2019-08-16

**Authors:** Christian Huisman, Hyeyoung Cho, Olivier Brock, Su Jeong Lim, Sung Min Youn, Younjung Park, Sangsoo Kim, Soo-Kyung Lee, Alessio Delogu, Jae W. Lee

**Keywords:** Developmental biology, Neuroscience

## Abstract

Despite the crucial physiological processes governed by neurons in the hypothalamic arcuate nucleus (ARC), such as growth, reproduction and energy homeostasis, the developmental pathways and regulators for ARC neurons remain understudied. Our single cell RNA-seq analyses of mouse embryonic ARC revealed many cell type-specific markers for developing ARC neurons. These markers include transcription factors whose expression is enriched in specific neuronal types and often depleted in other closely-related neuronal types, raising the possibility that these transcription factors play important roles in the fate commitment or differentiation of specific ARC neuronal types. We validated this idea with the two transcription factors, Foxp2 enriched for Ghrh-neurons and Sox14 enriched for Kisspeptin-neurons, using Foxp2- and Sox14-deficient mouse models. Taken together, our single cell transcriptome analyses for the developing ARC uncovered a panel of transcription factors that are likely to form a gene regulatory network to orchestrate fate specification and differentiation of ARC neurons.

## Abstract (web summary)

Despite the crucial physiological processes governed by neurons in the hypothalamic arcuate nucleus (ARC), the developmental pathways and regulators for ARC neurons remain understudied. In this study the authors use single cell RNA-seq analyses of mouse embryonic ARC to identify cell type-specific markers for developing ARC neurons and give key insight into the underlying developmental pathways and regulators.

## Introduction

The hypothalamus, consisting of multiple nuclei, centrally regulate diverse homeostatic processes in the body. In particular, the hypothalamic arcuate nucleus (ARC) directly responds to peripheral cues due to its anatomic location in proximity to the blood stream. This allows the ARC to serve as a primary gatekeeper and processor for the peripheral signals in directing the growth, energy balance, reproduction and other behaviors in response to such cues^1,2^. Decades of studies significantly enhanced our understanding of the physiological role of the ARC neurons^1,2^. The highly interconnected actions among the ARC neurons in orchestrating the body homeostasis raise the intriguing possibility that the distinct ARC neuronal types are generated in a coordinated manner during development. However, the gene regulatory network that governs the production of ARC neurons remains poorly understood.

The ARC consists of many types of neurons expressing specific sets of neuropeptides that elicit disparate physiological actions. Agrp-neurons release the neuropeptides NPY and AgRP, which enhance food intake and reduce energy expenditure, whereas Pomc-neurons play the opposite roles by secreting the neuropeptides αMSH (cleaved from POMC) and CART^3^. Ghrh-neurons release the neuropeptide GHRH, which triggers secretion of the growth hormone (GH) from the pituitary gland^2^. GH, in turn, induces the hepatic expression of insulin-like growth factor 1 (IGF1) that controls bone epiphyses, muscle and adipose tissue development, growth plates development, and glucose homeostasis^4^. Kisspeptin-neurons (aka Kiss1-neurons) control reproduction by releasing the *Kiss1*-encoded neuropeptide Kisspeptin, which triggers the secretion of gonadotrophin-releasing hormone (GnRH) from the hypothalamic Gnrh-neurons^5^. There appear to be several distinct types of tyrosine hydroxylase (Th)^+^ neurons in the ARC. Th^+^ tuberoinfundibular dopamine (TIDA)-neurons control prolactin secretion from the pituitary^6^. Another type of Th^+^ neurons has been proposed to enhance feeding by activating Agrp-neurons and simultaneously blocking Pomc-neurons^7^. At least a subset of Ghrh-neurons was reported to express Th^8^.

Using GFP reporter mice, cell type-specific transcriptomes of adult Agrp-neurons and Pomc-neurons have been determined^9^. Recent advances in single cell transcriptomics analyses provided a new tool to catalog cell types in an unprecedented manner^10^. Using a single cell RNA-sequencing (scRNA-seq) analysis, neuronal composition of the adult hypothalamus has been analyzed^11–14^. Further, the recent scRNA-seq analysis of the adult ARC revealed that ARC neuronal composition is more complex than previously recognized^15^. This study identified 24 distinct ARC neuronal types^15^, including three types of Pomc-neurons, two types of Agrp-neurons (named Sst-expressing Agrp^Sst^-neurons, and Gm8773-expressing Agrp^Gm8773^-neurons), and six types of Th^+^ neurons (Ghrh-neurons and five additional types of Th^+^ neurons).

Despite the progress in understanding the cellular configuration of adult ARC, however, the developmental mechanisms by which these ARC neuronal types gain their unique cellular identities and the developmental relationships among distinct ARC neuronal types whose physiological actions are closely interconnected remain unclear. To address these important issues, we performed scRNA-seq analysis of the developing ARC and identified cell type-specific transcription factors and other markers for ARC neurons, which control growth, metabolism and reproduction, at the stage when they begin to emerge from the progenitor zone and acquire their distinct neuronal identities. To test if the transcription factors that are newly identified as markers of specific types of ARC neurons in the embryonic hypothalamus are important for ARC development, we further investigated and validated the vital role of the two transcription factors Foxp2, specifically enriched in Ghrh-neurons, and Sox14, enriched in Kisspeptin-neurons. Our results revealed that Foxp2 and Sox14 are important for the production of Ghrh-neurons and Kisspeptin-neurons and the control of growth and reproduction, respectively. Overall, our study identified comprehensive transcriptome profiles for key ARC neurons under development and provided a list of strong candidate transcription factors that are likely to act as key determinants for the fate and differentiation trajectory for these ARC neurons.

## Results

### scRNA-seq analysis of the developing ARC

In the pursuit of a better understanding of the developmental principles for ARC neurons, it is imperative to capture the gene expression profiles of ARC neurons during the developmental stage when their fates are being specified because developmental regulators are often transiently expressed during cell fate specification or differentiation but are not maintained in neurons of the mature brain^16^. In developing ARC, *Pomc* begins to be expressed at E10.5 and marks a subset of ARC neuronal progenitors, which gives rise to not only Pomc-neurons but also Kisspeptin-neurons, a subset of Agrp-neurons and Ghrh-neurons^17–19^. Notably, *Npy*, *Ghrh*, and *Kiss1* (fate marker genes of Agrp-neurons, Ghrh-neurons, and Kisspeptin-neurons) mRNAs begin to be expressed in the ARC at E13.5, E14.5, and E13.5, respectively, although a full complement of neuropeptides for each ARC neuronal type emerges later^16^. For instance, while presumptive Agrp-neurons express Npy and Otp, the transcription factor critical for Agrp-neuronal fate^17^, at E15, Agrp expression is not detected before E18.5 to P0^16,20^. Likewise, the induction of Kiss1 protein begins to be detected only beyond E17.5^16^. Therefore, for our scRNA-seq analysis, we chose E15 as the developmental stage to observe multiple ARC neuronal types that are still undergoing development. Notably, *Pomc-eGfp* transgenic mice^21^, in which the ARC is clearly demarcated with the expression of GFP, enabled us to dissect out only the ARC from the embryonic brains (Fig. 1a). 

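RNA of single cells from the pooled ARC of 6 E15 Pomc-eGfp embryos was captured in droplets and sequenced as 1 library in 4 sequencing runs. The titles of the deposited samples give the stage as E15.5. The authors deposited 1 matrix of unique molecular identifiers (UMIs), each counting 1 captured RNA molecule, as raw counts of genes listed by symbol in 6465 cell barcodes, with a UMI for 19170 genes and no map from cells to embryos. The barcodes held 26277265 UMIs, between 1748 and 51681 per barcode with a median of 3347. Genes with a UMI in more than 3 cells were kept, 16713 in all, and cells were kept with 200 to 4500 detected genes, at most 10% mitochondrial UMIs and an Hba-a1 count of at most 10. The 6351 remaining cells held 24430646 UMIs, with a range of 1748 to 16836 and a median of 3338 per cell and a median of 1596 detected genes. Counts were log-normalized to 10000 per cell, UMI number and mitochondrial share were regressed out, and cells were grouped by the original Louvain algorithm in Seurat on 14 principal components at a resolution of 0.6 with 30 neighbours. The deposited data do not hold the authors' cluster labels, so each rebuilt cluster was given the name of the paper's cluster whose mean expression profile in Supplementary Data 1, held here in part, correlated best with its own, and a value for a cluster may differ from the paper's for that reason. Because all embryos were pooled in 1 library, there are no replicates, and neither tests nor standard errors are given. Shares of cells carry exact binomial (Clopper-Pearson) 95% intervals and pooled UMIs, scaled to the total as CPM, carry exact Poisson intervals, and a ratio of CPM has a conditional exact binomial interval. All of these cover counting error only. To compare shares at equal depth, each cell was also thinned to 2167 UMIs, which left out shallower cells, 198 of them in c0 and 19 in c8, but 142 of 501 in c4 and 132 of 366 in c6, where thinned shares describe the deeper cells only. Because free RNA in droplets can give UMIs in cells that do not express a gene, shares are set beside those of c8 or of c8 and c11 pooled, the clusters with markers of blood vessels, fibroblasts and macrophages. Their 257 cells had a median of 3792 UMIs. Scrublet called 7 of the 6351 cells doublets, too few for the call to be used, and no doublets were removed beyond the limit on detected genes. Gene positions are those of GRCm38 in the GENCODE annotation.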

The cells from the pooled ARCs were then dissociated and subjected to scRNA-seq analyses^10^. The unsupervised clustering of 5038 cells using Seurat^22^ identified 12 clusters c0 to c11 (Fig. 1b; Supplementary Data 1). 

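From the 6351 cells, 12 clusters formed. Clusters of 1637, 1078, 716, 645 and 501 cells were matched to c0, c1, c2, c3 and c4, and clusters of 366, 245, 225, 141 and 32 cells to c6, c7, c8, c9 and c11. Both a cluster of 419 and a cluster of 346 cells matched c5, and none matched c10. Pearson's r of the mean expression across genes, which are not independent replicates, was lowest at 0.973, for the second cluster of c5. In that cluster 66.2% of the cells had over 5% mitochondrial UMIs. The median number of UMIs per cell ran from 2292.5 in c6 to 4530 in c9, with 2802 in c0. Leading genes were Lhx1 and Sst in c0, Fezf1 and Sox14 in c1, Neurod6 and Neurod2 in c2, Kitl and Gbx2 in c3, Fgf10 in c4, Apela and Cldn8 in the first cluster of c5, Cga and Tshb in the second, Ass1 and Gsx1 in c6, Rgs13 and Barhl2 in c7, Tcf21 in c8, Kif23 in c9 and Gpr34 in c11. These genes were chosen on the same cells that were clustered, so their excess there holds by construction.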

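Tubb3 lies on chromosome 8 from 123411424 to 123422015. The clusters matched to c0 to c3 held 64.2% of the cells (95% interval 63.0% to 65.4%). The share moved most, to 60.9%, both without regression of UMI number and mitochondrial share and with 2000 variable genes. Tubb3 UMIs were found in 97.4% of the cells of c0 (96.5% to 98.1%), 99.0% of c1, 98.2% of c2 and 99.8% of c3. After thinning, these shares were 94.4%, 97.8%, 96.4% and 99.0%, and the pooled levels were 1660, 2472, 2836 and 2467 CPM. When at least 2 UMIs were required, the share in c0 was 88.3%. In the other clusters apart from c11 the unthinned share was lowest in c8, at 26.7%, and highest in c6, with 282 of 366 cells. Thinned shares were 19.2% in c4, 16.9% in c5, 76.1% in c6, 29.5% in c7, 17.0% in c8 and 19.5% in c9. In c8 and c11 pooled, the thinned share was 15.7% and the level 148 CPM, against 168 CPM in c4, 104 CPM in c5, 942 CPM in c6, 202 CPM in c7 and 85.1 CPM in c9.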

Our cellular identity data reveals that over 98% of cells in the clusters c0-c3 (containing ~65.5% of cells that we analyzed), as well as 24–78% of cells in the clusters c4–c10 (containing ~34% of cells that we analyzed) express the neuronal marker *Tubb3* (Supplementary Fig. 1). Also, 31–65% of cells in the clusters c0, c1, c4, c6, and c9 express the ARC progenitor marker gene *Nkx2-1* (Supplementary Fig. 1). 

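Nkx2-1 lies on chromosome 12 from 56531958 to 56536908. Its UMIs were found in 30.9% of the cells of c0 (95% interval 28.7% to 33.2%), 63.1% of c1 (60.1% to 66.0%), 54.3% of c4 (49.8% to 58.7%), 55.7% of c6 (50.5% to 60.9%) and 41.1% of c9 (32.9% to 49.7%). Thinned to equal depth, the shares were 25.0%, 45.0%, 44.3%, 53.0% and 32.3%, and the pooled levels were 164, 346, 309, 379 and 168 CPM. With at least 2 UMIs required, the share in c0 was 12.8%. In the remaining clusters the thinned share was 2.44% in c2, 1.44% in c3, 1.35% in c5, 1.71% in c7 and 3.40% in c8. In c8 and c11 pooled it was 3.40% (1.48% to 6.60%) and the level 22.8 CPM, so the shares in c2, c3, c5 and c7 are at the level of background.

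**Figure D1:**
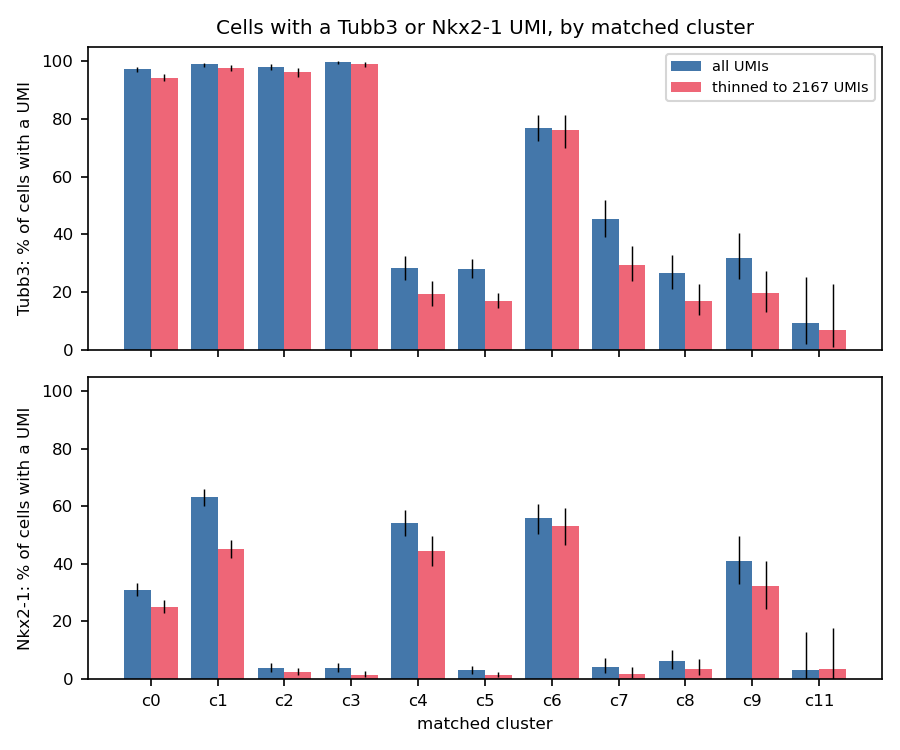
Percent of cells with a UMI of Tubb3 (top) and of Nkx2-1 (bottom) in each rebuilt cluster, with all UMIs (blue) and after each cell was thinned to 2167 UMIs (red); error bars are exact binomial 95% intervals. Tubb3 is highest in c0 to c3, while Nkx2-1 after thinning reaches 25.0% or more in c0, c1, c4, c6 and c9.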

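Aif1, a macrophage gene on chromosome 17 from 35170991 to 35176068, had 75 UMIs in all cells, and 67 of them were in the cluster matched to c11. That cluster held 32 cells, 0.504% of all (95% interval 0.345% to 0.711%), with a median of 2877.5 UMIs. Of these cells 26 had an Aif1 UMI, which is 81.2% (63.6% to 92.8%), and 69.0% did after thinning. The pooled level was 614 CPM (476 to 779). At least 2 UMIs were found in 56.2% of the cells. In c0, 0.122% of the cells had an Aif1 UMI, and in c8, with a median of 3922 UMIs, 0 of 225 cells did, which allows a share of up to 1.33%. All 8 macrophage markers of a list set beforehand were over 2-fold higher in c11 than in the other cells, so c11 is macrophage-like.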

Only the cluster 11 (containing ~0.4% of cells that we analyzed) was clearly identifiable to contain non-neuronal *Aif1*^+^ macrophages (Supplementary Fig. 1). Also, unlike the scRNA-seq results for adult ARC neurons^15^, most of our E15 scRNA-seq clusters do not express markers of differentiated non-neuronal cells such as ependymal cells, oligodendrocytes and other cell types, consistent with the notion that these non-neuronal cell types emerge at later developmental stages. Therefore, our cellular identity dataset (Supplementary Fig. 1) suggests that most cells in our E15 scRNA-seq analysis represent developing neurons and neural progenitors and very little non-neuronal cells.

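Lists of markers for each cell type, set beforehand, were compared with the level of each marker in a cluster relative to all other cells. A marker counted as detected with at least 20 UMIs in the cluster and a UMI in at least 10% of its cells. For ependymal cells only Foxj1 was detected and over 2-fold higher in any cluster, in c4. Among markers of oligodendrocyte precursors this held for Olig2 in c7, Olig1 in c9 and Pdgfra in c8, and for no marker of astrocytes or erythroid cells. No cluster had more than 1 marker of any of these lists or of the list for oligodendrocytes, except where the limit on mitochondrial UMIs was 5%: there c9 had both Olig1 and Olig2, which were among its 10 leading genes. In c8, by contrast, all 6 fibroblast markers, 5 of 8 mural markers and 5 of 7 endothelial markers were over 2-fold higher.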

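The clusters matched to c5, c8 and c11 held 1022 cells, 16.1% of all (95% interval 15.2% to 17.0%). Where the limit on mitochondrial UMIs was 5%, c5 and c8 alone held 12.3% (11.4% to 13.2%), and all 8 macrophage markers were over 2-fold higher in a cluster of 90 cells whose profile matched c4. In the first cluster of c5, 4 of 10 pituitary markers, among them Pitx1, Pou1f1 and Lhx3, were over 2-fold higher than in the other cells, and in the second 6 of 10, with Cga and Tshb added. Stmn2, a neuronal gene, had a UMI in 27.2% of c5 cells and 26.7% of c8 cells, and after thinning in 17.7% of c5 cells against 94.5% of c0 cells. All 7 tanycyte progenitor markers were over 2-fold higher in c4, and all 7 markers of cycling cells in c7 and c9. In c6 this held for the intermediate neuronal precursor markers Hes6, Dll1 and Gadd45g. The paper points to the shares of cells with neuronal, progenitor and macrophage markers. It also points to the lack of markers of differentiated non-neuronal cells in most clusters. From both, the paper proposes that most of the cells were developing neurons and neural progenitors.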

**Fig. 1:**
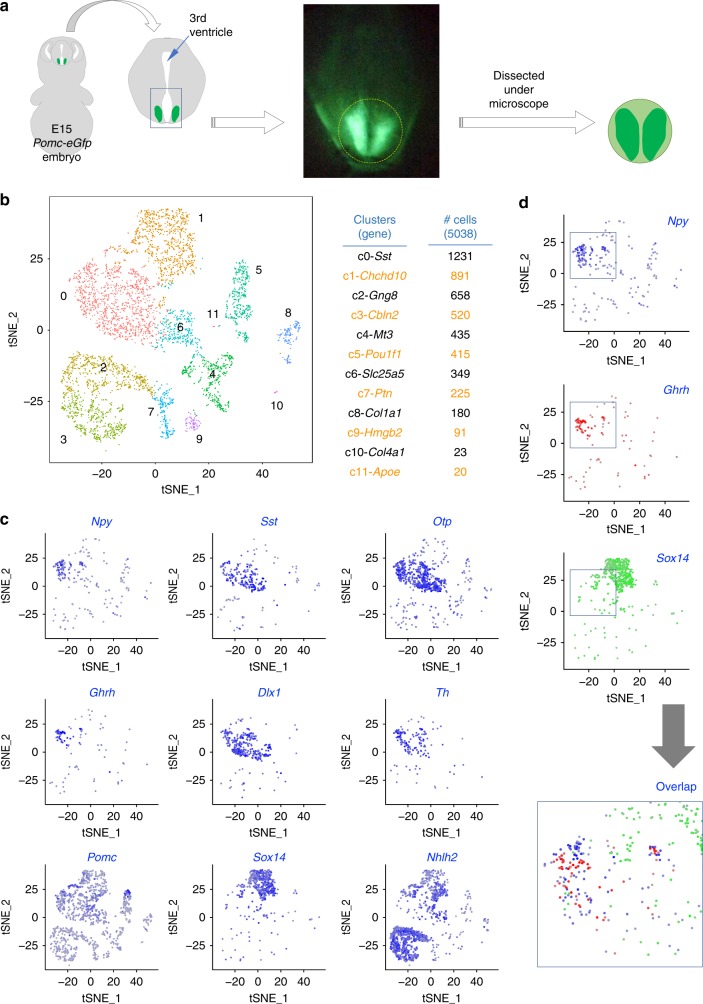
scRNA analysis of E15 ARC. **a** Schematics for dissecting out the developing ARC region from E15 *Pomc-eGfp* embryos. **b** Spectral tSNE plot of 5038 cells from E15 ARC, colored according to gene expression, reveal 12 clusters of cells (the clusters c0 to c11). The number of cells (#) in each cluster and the most specific gene in each cluster are as shown. **c** Spectral tSNE plot of 5038 cells from E15 ARC, colored for the expression of representative key marker genes of ARC neurons, *Npy/Sst/Otp* for Agrp^Sst^-neurons, *Ghrh/Dlx1* for Ghrh-neurons, *Dlx1/Th* for Th-neurons, *Pomc/Nhlh2* for POMC-neurons, and *Sox14/Nhlh2* for Kisspeptin-neurons. **d** Overlap of three spectral tSNE plots of 5038 cells from E15 ARC, colored differently for *Npy* (blue), *Ghrh* (red) and *Sox14* (green), reveals that their expressions in the cluster c0 are mutually exclusive, suggesting that the cluster c0 likely represents a pool of multiple ARC neuronal types

To systematically investigate the cellular identity of the clusters c0 to c11, we compared their transcriptome profiles to those of the 24 adult ARC neuronal types^15^. We made a list of the genes specifically and significantly enriched in each cluster (positive value for log2 fold changes, *FDR* < 0.05), and then deduced percentage of these genes that belong to the top 200 most specific genes in each adult ARC neuronal type (Supplementary Fig. 2). These analyses suggested that many clusters have the potential relationship to multiple adult ARC neuronal types (Supplementary Fig. 2). In particular, closer examination of the transcriptomes of the clusters c0 to c11 (Supplementary Data 1) revealed that the cluster 0 expressed markers of multiple ARC neuronal types, including *Npy*, *Sst*, and *Otp*^17^ (for Agrp-neurons), *Ghrh* (for Ghrh-neurons), *Dlx1*^17^ and *Th* (for Th^+^ neurons including Ghrh-neurons), *Pomc* (for Pomc-neurons), and *Nhlh2* (for Pomc-neurons and Kisspeptin-neurons)^23,24^ (Fig. 1c). These results raise the possibility that the cluster 0 represents a pool of multiple types of developing ARC neurons, which share transcriptome profiles to be identified as a single cluster among ARC cells at this developmental stage.

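In the cluster matched to c0, the pooled levels were 315 CPM for Npy, 418 CPM for Sst, 531 CPM for Otp, 137 CPM for Ghrh, 102 CPM for Dlx1, 51.4 CPM for Th, 479 CPM for Pomc and 83.4 CPM for Nhlh2. Npy lies on chromosome 6 from 49822710 to 49829507, Ghrh on chromosome 2 from 157329497 to 157347506 and Pomc on chromosome 12 from 3954951 to 3960642. Unthinned, 9.71% of the cells had an Npy UMI (95% interval 8.32% to 11.3%), 15.1% an Sst UMI, 43.2% an Otp UMI, 4.83% a Ghrh UMI, 19.6% a Dlx1 UMI, 9.90% a Th UMI, 23.3% a Pomc UMI and 9.71% an Nhlh2 UMI. After thinning, the share was 9.45% for Npy against 1.46% in c8, 13.8% for Sst against 2.43%, 39.9% for Otp against 2.91%, 4.66% for Ghrh, 16.3% for Dlx1 and 8.41% for Th, each against 0% in c8, and 7.92% for Nhlh2 against 1.94%. The cells of c8 had a median of 3922 UMIs, and a count of 0 among its thinned cells allows a share of up to 1.46%. For Pomc the thinned share was 19.9% in c0 (17.9% to 22.1%) and 9.22% in c8 (5.65% to 14.0%).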

### Transcriptomes of developing neurons in the ARC

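Npy, Ghrh and Sox14, taken as markers of Agrp-, Ghrh- and Kisspeptin-neurons, were detected in 159, 79 and 60 of the 1637 cells of c0. Exactly 1 of these genes was detected in 286 cells and 2 or more in 6 cells, or 0.367%. If detection were independent, 15.8 such cells would be expected, so the ratio of observed to expected was 0.379 (95% interval 0.139 to 0.825). When at least 2 UMIs of a gene were required, the ratio was 0.185, with an interval of 0.00468 to 1.03 that includes 1. In a 2-gene comparison, Npy and Ghrh met in 4 cells (0.521 of the expected number, 0.142 to 1.33), Npy and Sox14 in 2 cells (0.343, 0.0416 to 1.24) and Ghrh and Sox14 in 0 cells, where 2.90 were expected (upper bound of the ratio 1.27), so the interval of each pair includes 1. Otp and Dlx1 met in 44 cells, 0.317 of the expected number (0.230 to 0.425). Th and Ghrh, both markers of Ghrh-neurons, met in 56 cells, 7.16 times the expected number (5.41 to 9.30). Npy and Pomc met in 54 cells, 1.46 times the expected number (1.09 to 1.90). Cells differ in depth, which raises the number of cells expected to hold both genes of a pair. From the markers found in c0, the paper proposes that it is a pool of several types of developing ARC neurons.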

In support of the idea that the cluster 0 is composed of multiple ARC neuronal types that are taking differentiation steps, the cells in the cluster 0 expressed markers of Agrp-neurons, Ghrh-neurons, Th-neurons, Pomc-neurons, and Kisspeptin-neurons in a relatively exclusively manner (Fig. 1c, d). 

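Grouping the 1637 cells of c0 again with 11 principal components gave 8 subclusters, named after the best matching profile of Supplementary Data 2, held here in part. The subclusters matched to c0-s0, c0-s2, c0-s3 and c0-s4 held 411, 352, 227 and 193 cells, and those matched to c0-s5 and c0-s6 held 92 and 59 cells. A subcluster of 218 and one of 85 cells both matched c0-s1. With the limit on mitochondrial UMIs at 5%, the 1240 cells of c0 gave 7 subclusters, and at a resolution of 0.8, the alternative that moved the number most, 12 formed.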

To probe the heterogeneity of the cluster 0, we performed an unsupervised subclustering of the cells in the cluster c0 using Seurat^22^ and identified 7 subclusters c0-s0 to c0-s6 (Fig. 2a; Supplementary Data 2). To further define the identity of cells in each subcluster, we determined what percentage of the subcluster-specific genes (positive value for log2 fold changes, *FDR* < 0.05) overlap with the top 200 most specific genes in each adult ARC neuronal type (Fig. 2b). These analyses revealed that all seven subclusters had over 20% matching score to at least one adult ARC neuronal type.

**Fig. 2:**
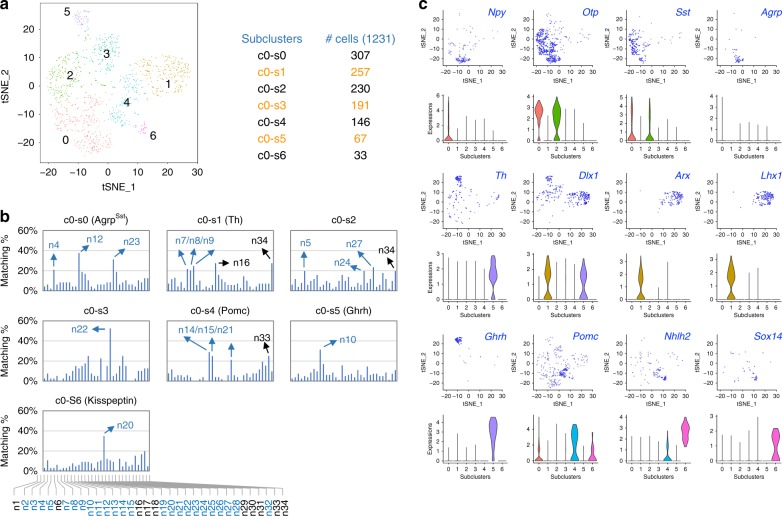
Reclustering of the cluster c0. **a** Spectral tSNE plot of 1,231 cells from the cluster c0, colored according to gene expression, reveal 7 subclusters of cells (the subclusters c0-s0 to c0-s6). The number of cells (#) in each subcluster is as shown. **b** Similarity of the E15 subclusters c0-s0 to c0-s6 to the adult neurons n1 to n34, which include 24 ARC neurons highlighted in blue, was determined by calculating what % of genes specifically enriched in each subcluster belong to the top 200 genes enriched in each of the adult neurons n1 to n34. All seven subclusters showed significant similarity to at least one type of the adult neurons. **c** Spectral tSNE plot of 1,231 cells in the cluster c0, colored for the expression of representative key markers of ARC neurons, *Npy/Otp/Sst/Agrp* for Agrp^Sst^-neurons, *Th/Dlx1/Arx/Lhx1* for Th-neurons, *Th/Dlx1/Ghrh* for Ghrh-neurons, *Pomc/Nhlh2* for Pomc-neurons, and *Nhlh2/Sox14* for Kisspeptin-neurons. Violin plots for each gene are also shown

The transcriptome of the subcluster c0-s0 highly resembled that of the three adult ARC neuronal types, n4 Sst^Nts^-neurons, n12 Agrp^Sst^-neurons and n23 Sst^Unc13c^-neurons (Fig. 2b, c, Supplementary Data 2). All of these three ARC neurons express *Agrp*, and both n4 Sst^Nts^-neurons and n23 Sst^Unc13c^-neurons also express the other key Agrp-neuronal markers *Npy*, *Sst*, and *Otp*^15^, indicating a close relationship among these three Agrp^+^ neuronal types. 

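In the subcluster matched to c0-s0, with 411 cells, Npy, Sst and Agrp UMIs were found in 30.9%, 29.3% and 12.4% of the cells after thinning, which left out 39 of them. The unthinned shares were 30.4% for Npy (95% interval 26.0% to 35.1%), 31.4% for Sst (26.9% to 36.1%) and 14.6% for Agrp (11.3% to 18.4%), with levels of 1207, 967 and 142 CPM. Otp was detected in 92.0% of the cells (88.9% to 94.4%), in 89.0% after thinning, at 1296 CPM. In c8, with a median of 3922 UMIs, Agrp was detected in 0.444% of the cells before thinning. Subclusters were built from these cells, so the excess of these genes over the other cells of c0 holds by construction. The expression lists of the adult neuronal types were not used here, so the matching scores were not recomputed.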

To test if the subcluster c0-s0 represents a pool of these three Agrp^+^ neuronal types, we subjected the subcluster c0-s0 to yet another round of an unsupervised subclustering using Seurat^22^ and identified 4 subclusters c0-s0-s0 to c0-s0-s3 (Supplementary Fig. 3). 

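Grouping the cells of c0-s0 again gave only 2 subclusters, of 188 and 127 cells, with the limit on mitochondrial UMIs at 5%, and 3 with another seed. Under the stated filters it gave 4 subclusters, of 139, 127, 94 and 51 cells. Cells with a UMI of 2 or more of Npy, Agrp, Sst and Otp made up 33.8%, 62.2%, 80.9% and 47.1% of them, and cells with 3 or more made up 2.88%, 29.1%, 34.0% and 9.80%. In the 2 subclusters at 5%, cells with 2 or more made up 61.7% and 42.5%, and cells with 3 or more 27.7% and 5.51%. Sst was at 868, 93.7, 2640 and 360 CPM, Npy at 109, 2510, 1315 and 543 CPM and Agrp at 40.4, 372, 20.7 and 33.9 CPM in the order of the 4 subclusters. Over all of c0-s0, Npy and Agrp met in 36 cells, 1.97 times the number expected from independent detection (95% interval 1.38 to 2.73), and Npy and Sst in 41 cells, 1.05 times that number (0.750 to 1.42). Agrp and Sst met in 4 cells, 0.212 of the expected number (0.0579 to 0.544).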

Importantly, markers of the three Agrp^+^ neuronal types in the subcluster c0–s0 were still co-expressed in the subcluster c0-s0-s0 (Supplementary Fig. 3), suggesting that the cells in the c0–s0 at E15 may represent the common precursors to the three Agrp^+^ neuronal types n4 Sst^Nts^-, n12 Agrp^Sst^-, and n23 Sst^Unc13c^ in adult ARC. Of note, none of the clusters or their subclusters in our dataset showed a high similarity to another adult Agrp-neuronal type n13 Agrp^Gm8773^-neurons, but the six subclusters c2-s0, c4-s0, c5-s1, c6-s1, c7-s0, and c8-s0 show a limited similarity to these neurons (Supplementary Fig. 4–9). Some cells in these subclusters in embryonic ARC may develop to become n13 Agrp^Gm8773^-neuronal type at a later stage.

The subcluster c0-s1 exhibited the matching scores over 20% to the three types of adult ARC neurons, n7 Arx^Nr5a2^-, n8 Th^Nfib^-neurons and n9 Th^Slc6a3^-neurons (Fig. 2b, c). 

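In the pair of subclusters matched to c0-s1, 303 cells, Lhx1 was detected in 64.0% of the cells, Dlx1 in 53.8% and Th in 4.95%. In c8, 0 of 225 cells had a UMI of Lhx1 or Dlx1, which allows a share of up to 1.33%, and 0.444% had one of Th.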

In the adult ARC, n8 Th^Nfib^-neurons, and n9 Th^Slc6a3^-neurons represent the two out of six *Th*^+^ neuronal types, and n7 Arx^Nr5a2^-neuron share many molecular markers with n8 Th^Nfib^-neurons and n9 Th^Slc6a3^-neurons, although they do not express a high level of *Th*^15^. 

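The subcluster matched best to c0-s1-s2 held 218 cells and was the whole of the larger subcluster matched to c0-s1, not a part of it. Lhx1 UMIs were found in 74.8% of them (95% interval 68.5% to 80.4%), Dlx1 UMIs in 61.9% (55.1% to 68.4%) and Th UMIs in 6.88% (3.90% to 11.1%). After thinning, which left out 21 cells, the shares were 65.5%, 51.8% and 6.09%. The pooled levels were 524 CPM for Lhx1, 374 CPM for Dlx1 and 31.3 CPM for Th, the last from 20 UMIs. In c8 the thinned share was 0% for each of these genes, which allows up to 1.46%.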

Given the potential presence of other non-ARC neuronal types in the subcluster c0-s1 (Fig. 2b), we further reclustered the subcluster c0-s1 using Seurat^22^ and identified 3 subclusters c0-s1-s0, c0-s1-s1, and c0-s1-s2, and found that the subcluster c0-s1-s2 co-expresses markers of n7 Arx^Nr5a2^-, n8 Th^Nfib^-neurons and n9 Th^Slc6a3^-neurons (Supplementary Fig. 10). Our data raise the possibility that the cells in c0-s1-s2 may eventually segregate to n7 Arx^Nr5a2^-neuronal, n8 Th^Nfib^-neuronal, and n9 Th^Slc6a3^-neuronal types in adult ARC.

The high matching scores suggested that the subcluster c0-s4 represents a pool of cells that differentiate to n14^Ttr^, n15^Anxa2^ and n21^Glipr1^ Pomc-neurons in adult ARC (Fig. 2b, c). 

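In the 193 cells of the subcluster matched to c0-s4, Pomc was detected in 61.7% (95% interval 54.4% to 68.5%), 60.9% after thinning, at 2361 CPM, against a thinned 9.22% and 53.0 CPM in c8. Nhlh2 was detected in 24.9% (18.9% to 31.6%), 19.0% after thinning, at 129 CPM, and Prdm12 in 14.0% from 33 UMIs. Pomc and Nhlh2 met in 45 cells, 1.52 times the number expected from independent detection (1.11 to 2.03).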

Since this subcluster appears to contain at least one non-ARC neuronal type (Fig. 2b), it was further subclustered using Seurat^22^ to the subclusters c0-s4-s0 and c0s4-s1 (Supplementary Fig. 11). Interestingly, the subcluster c0-s4-s1 was similar to n14^Ttr^ Pomc-neurons in the adult ARC (Supplementary Fig. 11). 

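Among the 97 cells of the subcluster matched to c0-s4-s1, Pomc was detected in 87.6% (95% interval 79.4% to 93.4%), 86.2% after thinning, at 3332 CPM from 1230 UMIs. Nhlh2 was detected in 33.0%, 27.6% after thinning, and Prdm12 in 19.6%, 12.6% after thinning. In c8 Prdm12 was detected in 0.444% of the cells.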

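In the subcluster matched to c1-s3, 241 cells with a median of 4861 UMIs, Pomc was detected in 48.5% of the cells (95% interval 42.1% to 55.1%) and in 33.9% after thinning (27.8% to 40.4%). Its 1006 UMIs gave 839 CPM. At a mitochondrial limit of 5%, the best match to c1-s3 held 168 cells, and Pomc was at 1441 CPM and in 48.7% of the cells after thinning. That match is unclear, since its r of 0.9934 was close to the next highest, 0.9930. The thinned share lay above that of c8 and c11 pooled, 8.94% (5.62% to 13.3%), where the level was 54.9 CPM.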

Our subclusterings also revealed that the subcluster c1-s3 shows a limited similarity to Pomc-neurons (Supplementary Fig. 12), raising the possibility that some cells in this subcluster in embryonic ARC may develop to become Pomc-neuronal type(s) at a later stage. In addition, the subcluster c5-s2 was similar to n15 Pomc^Anxa2^-neurons in the adult ARC (Supplementary Fig. 6). 

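In the subcluster matched to c5-s2, 178 cells with a median of 4100 UMIs, Pomc had 49 UMIs. It was detected in 18.5% of the cells (95% interval 13.1% to 25.0%) and in 9.36% after thinning (5.44% to 14.7%), a share within the interval of c8 and c11 pooled, and the level was 57.8 CPM (42.8 to 76.4). Of the 13136 Pomc UMIs, 63.7% (62.9% to 64.5%) lay in all of c5. There, 100 cells had at least 10 Pomc UMIs, and 1 of these was in c5-s2. Anxa2 was detected in 40.4% of the cells of c5-s2 (33.2% to 48.0%), 28.7% after thinning, at 163 CPM, against 68.5 CPM in all of c5 and 281 CPM in c8. Tubb3 was detected in 9.36% after thinning and Nkx2-1 in 2.81% before it. Pitx1 was detected in 70.2% of the cells (62.9% to 76.8%), 52.0% after thinning, and Pou1f1 in 61.2%, against 1.10% and 1.34% in c0. The subcluster was built from these cells, and the adult expression lists were not used here.

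**Figure D2:**
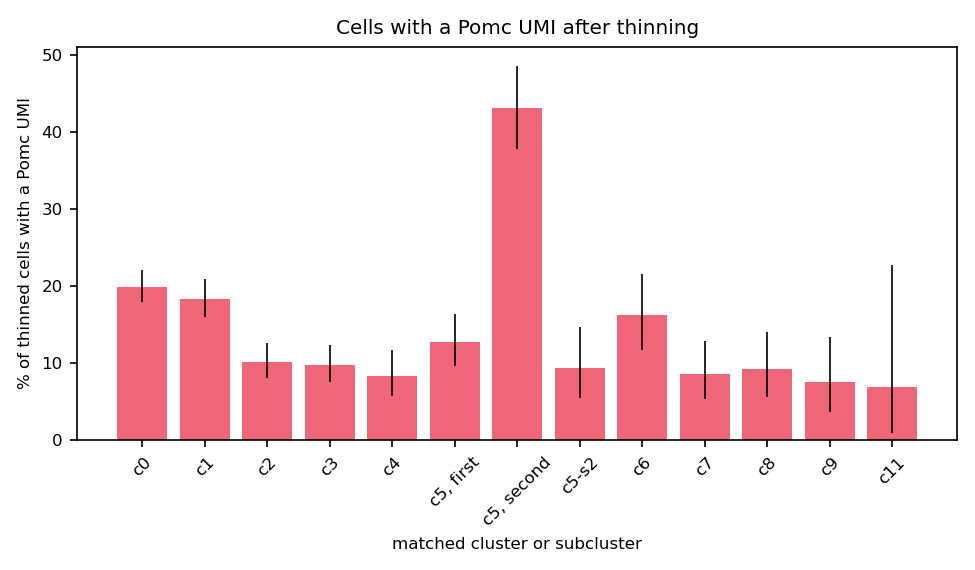
Percent of cells with a Pomc UMI in each rebuilt cluster and in c5-s2 after thinning to 2167 UMIs; error bars are exact binomial 95% intervals. The bar of c5-s2, 9.36%, lies within the interval of c8.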

Our data suggest that the cells in c5-s2 may develop to become n15 Pomc^Anxa2^-neuronal type in adult ARC.

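The subcluster matched to c0-s5 held 92 cells with a median of 2978 UMIs, and the one matched to c0-s6 held 59 with a median of 2778. In c0-s5, Ghrh was detected in 72.8% (95% interval 62.5% to 81.6%) at 2358 CPM, Th in 77.2% (67.3% to 85.3%) at 495 CPM and Gsx1 in 37.0% at 163 CPM. Thinned shares were 72.6%, 63.1% and 29.8%, and that of Ghrh was 84.6% where the mitochondrial limit was 5%. In c0-s6, Nhlh2 was detected in 89.8% (79.2% to 96.2%) at 1436 CPM and Tac2 in 35.6% (23.6% to 49.1%) at 435 CPM, with thinned shares of 88.2% and 35.3%. Esr1 was detected in 18.6% of the cells. Tac2, Gsx1 and Esr1 were detected in 0 of 225 cells of c8, which allows a share of up to 1.33%. Kiss1, on chromosome 1 from 133321875 to 133329901, had 0 UMIs in the 6351 cells, which allows up to 0.0472% of cells with a UMI. In the GENCODE annotation, which may differ from the authors' reference, all 779 of its exon bases lie within exons of Gm28040. How reads from such bases were counted cannot be seen from the matrix. Gm28040 had 32 UMIs in c0-s6, in 33.9% of the cells (22.1% to 47.4%), at 188 CPM, against 0 of 225 cells in c8.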

The transcriptome profiles of subclusters c0-s5 and c0-s6 at E15 decisively resembled those of Ghrh-neurons and Kisspeptin-neurons in adults, respectively (Fig. 2b, c, Supplementary Data 2). Our analyses also indicated the relationship between the embryonic subclusters c0-s2 and c0-s3 and the adult n27 Tbx19-neurons and n22 Tmem215-neurons^15^, respectively (Supplementary Fig. 13, Fig. 2b). 

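Tbx19, on chromosome 1 from 165137855 to 165160773, had 27 UMIs in c0-s2, in 7.10% of its cells (95% interval 4.65% to 10.3%) and in 4.88% after thinning, at 25.9 CPM. In c8 the thinned share was 0.485%. In c0-s3 there were 6 Tbx19 UMIs. Within c0-s2, the subcluster matched to c0-s2-s1 held 23 of the UMIs in its 154 cells, while at a mitochondrial limit of 5% its match was all of c0-s2, 212 cells with 16 UMIs. Tmem215 had 1 UMI in c0-s2, 0 of 227 cells with a UMI in c0-s3, which allows a share of up to 1.32%, and 7 UMIs in all of c0, too few to compare.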

The physiological roles of n27 Tbx19-neurons and n22 Tmem215-neurons remain to be determined.

Together, our unsupervised clustering analyses (Fig. 2b, Supplementary Fig. 2–13), combined with the expression pattern of the known fate markers (Fig. 2c, Supplementary Data 2, Supplementary Data 3), identified the gene expression profiles of the embryonic neuronal groups that are likely to differentiate to Agrp^Sst^-neurons, n8^Nfib^/n9^Slc6a3^ Th-neurons, n22 Tmem215-neurons, Pomc-neurons, Ghrh-neurons, and Kisspeptin-neurons in the mature ARC (Fig. 3).

**Fig. 3:**
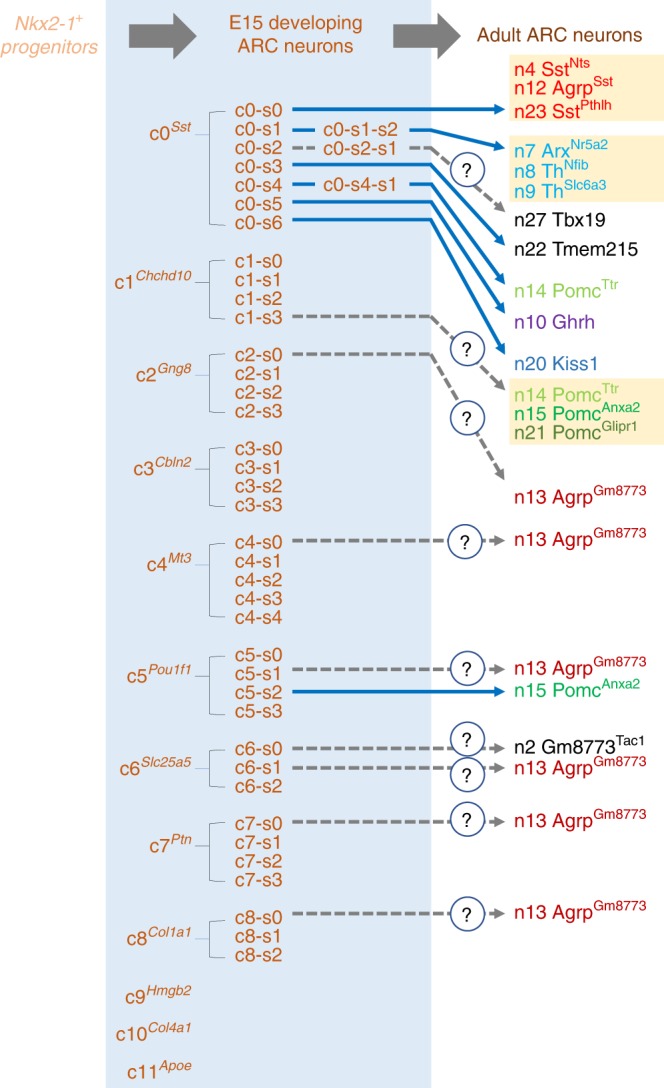
Developing ARC neurons from our scRNA-seq analysis of E15 ARC. Progenitors labeled by the transcription factor gene *Nkx2-1* eventually give rise to different neuronal types in the adult ARC. Relative to the 24 ARC neuronal types defined by a recent RNA-seq analysis of adult ARC^15^, our scRNA-seq analysis of E15 ARC reveals several developing ARC neuronal types. Interestingly, cells in the subclusters c0-s0, c0-s1-s2, and c1-s3 appear to serve as common progenitors to multiple neuronal types in the adult ARC. Cells in the subcluster c0-s0 may represent developing neurons that later segregate to n4 Sst^Nts^-neurons, n12 Agrp^Sst^-neurons, and n23 Sst^Pthlh^-neurons. Cells in the subcluster c0-s1-s2 may become n7 Arx^Nr5a2^-neurons, n8 Th^Nfib^-neurons, and n9 Th^Slc6a3^-neurons, while cells in the subcluster c1-s3 may segregate to n14 Pomc^Ttr^-neurons, n15 Pomc^Anxa2^-neurons n21 Pomc^Glipr1^-neurons. Cells in the subclusters c0-s3, c0-s4-s1, c0-s5, and c0-s6 may also give rise to n22 Tmem215-neurons, n14 Pomc^Ttr^-neurons, n10 Ghrh-neurons, and n20 Kisspeptin-neurons, respectively

### Identification of new markers for developing ARC neurons

A limited number of markers available for assessing the developing ARC neuronal types remains a major challenge in studying the gene regulatory network governing production of diverse ARC neuronal types. 

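Calcr, Cbln4, Cited1 and Peg10 were examined as markers beside Otp, and Asb4, Resp18, Pik3r1 and Gal beside Dlx1. In c0-s0, Calcr was detected in 40.9% of the cells (95% interval 36.1% to 45.8%) at 230 CPM (33.1% after thinning), a log2 ratio to the other cells of c0 of 2.50 (2.21 to 2.79), or 2.11 with the limit on mitochondrial UMIs at 5%, and Cbln4 in 32.4%, 27.7% after thinning. In c8, with a median of 3922 UMIs, the thinned share of Calcr was 0.971%. Across c0, Calcr and Otp met in 1.49 times the number of cells given by independent detection (1.27 to 1.73), and Cbln4 and Otp in 1.87 times (1.61 to 2.16). The ratio was 1.10 for Cited1 (0.975 to 1.23) and 1.06 for Peg10 (0.967 to 1.16), and with the limit at 5% it was 1.15 for Cited1 (1.01 to 1.32), so whether Cited1 departs from independence depends on that limit, while the interval for Peg10 included 1 under both. With Dlx1, the ratio was 1.81 for Gal (1.13 to 2.74) and, at 5%, 1.56 (0.923 to 2.46), an interval that includes 1, while the intervals for Asb4 (0.949 to 1.42), Resp18 (0.828 to 1.17) and Pik3r1 (0.837 to 1.25) included 1 under the stated filters. In c0-s5, Pik3r1 was at 668 CPM and detected in 75.0% of the cells after thinning, against 19.4% in c8, and Gal in 31.5% before thinning.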

Our scRNA-seq database for the subclusters c0-s0, c0-s1-s2, c0-s3, c0-s4-s1, c0-s5, c0-s6, and others (Fig. 3, Supplementary Data 2, 3) provide new markers required for systematically defining the developmental trajectory of ARC neurons in wild-type and mutant mouse models, as well as an invaluable and much needed toolkit to identify the transcriptional regulators, which play important roles in the ARC development (Supplementary Data 2, 3).

To identify the key transcriptional regulators for the fate determination and differentiation of ARC neurons, we analyzed the differential transcriptome profiles that divided the cells in the cluster 0 into 7 subclusters (Fig. 2a). The cells in the cluster 0 shared the overall gene expression profile to be identified as a single cluster when a total pool of E15 ARC cells was analyzed, but the distinguishing features among the cluster 0 cells were strong and consistent enough to divide them into 7 subcluster groups, whose properties resemble the traits of adult ARC neuronal types. Thus, we reasoned that the transcription factors that are strongly enriched in a specific subcluster while being depleted in other subclusters are strong transcriptional regulator candidates that determine the identity of each neuronal type and control the ensuing developmental steps. Our bioinformatics analyses identified the transcripts for 38 transcription factors that are specifically enriched in the subclusters c0-s0, c0-s1-s2, c0-s3, c0-s4-s1, c0-s5, and c0-s6 (Fig. 4). 

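Each transcription factor that Fig. 4 lists as enriched was compared between its subcluster and the other cells of c0 by the log2 ratio of pooled CPM. Of the 46 pairs of factor and subcluster, 44 had a higher level, 42 with an interval above 0 and none with one below 0. The list as copied here names 37 distinct factors. For c0-s4-s1, 7 of 9 factors were higher than in the other cells of c0, and 9 of 9 were higher than in the other cells of c0-s4. With 5% as the mitochondrial limit, 8 of 9 were higher in either comparison. Because the subclusters were built on the same cells, a factor that helped to define one is higher by construction.

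**Figure D3:**
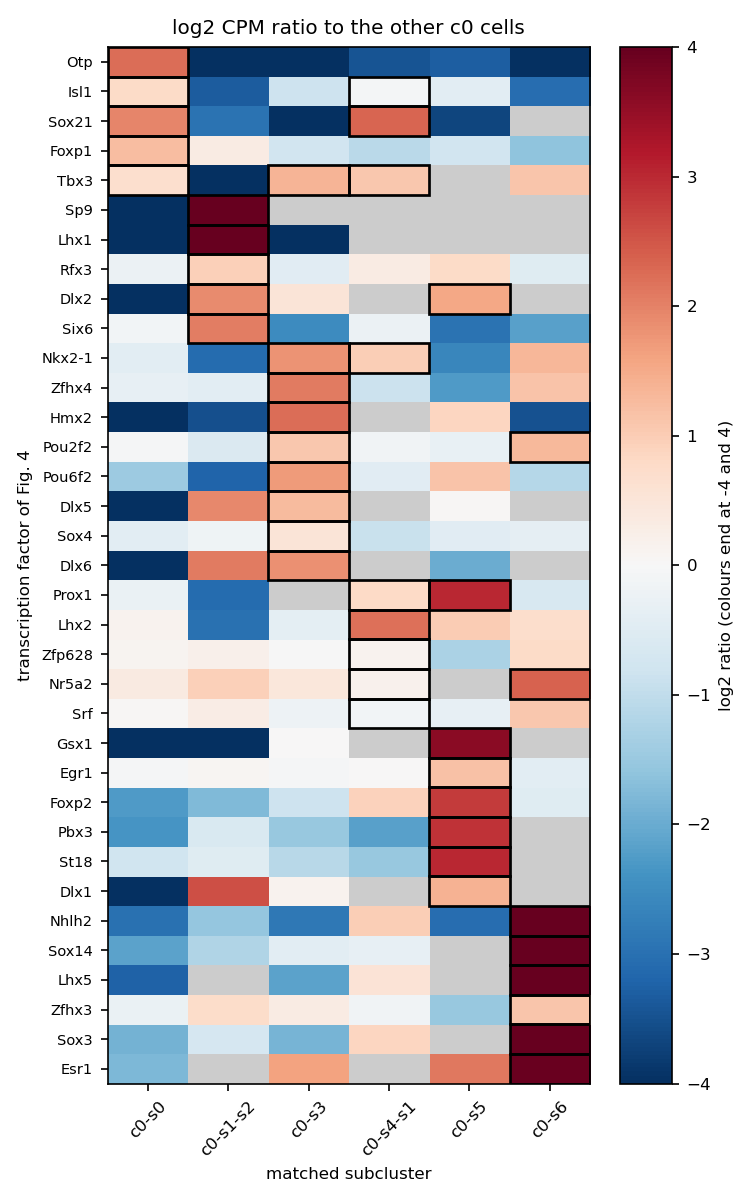
Log2 ratio of pooled CPM, subcluster against the other cells of c0, for the transcription factors of Fig. 4; boxes mark the enriched pairs, grey marks pairs without a ratio because a count was 0, and colours end at -4 and 4. Listed factors that are not reported here are not drawn; among the boxed pairs, Sox14 in c0-s6 and Gsx1 in c0-s5 are above 3.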

Supporting our rationale for this screen, the list included transcripts for the nine transcription factors that have been reported to regulate the development of specific ARC neuronal types (indicated with #, Fig. 4); *Isl1* and *Otp* for Agrp-neurons^17,20^, *Dlx2* for Th-neurons^25^, *Gsx1* and *Dlx1/2* for Ghrh-neurons^17,26^, *Isl1* and *Tbx3* for Pomc-neurons^20,27,28^ and *Nr5a2* and the two sex hormone receptors *Ar/Esr1* for Kisspeptin-neurons^29,30^. In addition, many of these transcription factor transcripts are highly enriched in one cell type while their expressions are depleted from other cell types (indicated with $, Fig. 4). For instance, *Otp* is enriched in c0-s0, related to n12-Agrp^Sst^, and depleted in other subclusters c0-s3 and c0-s5, related to n22-Tmem215 and n10-Ghrh neurons, respectively (Fig. 4), leading us to predict that Otp promotes Agrp-neuronal fate and possibly represses Tmem215-neuronal and Ghrh-neuronal identity. This prediction is consistent with our previous finding that Otp is required for the production of Agrp-neurons and the aberrant induction of Otp in prospective Ghrh-neurons switch the cells to Agrp-neuronal types^17^. In addition, we found transcripts for the four transcription factors that are specifically enriched in the subcluster c5-s2 (Fig. 4). 

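In c0-s0 the log2 ratio to the other cells of c0 was 2.24 for Otp (95% interval 2.13 to 2.35) and 0.76 for Isl1 (0.63 to 0.88). It was 1.89 for Dlx2 in c0-s1-s2 (1.62 to 2.16). In c0-s5 it was 3.59 for Gsx1 (3.02 to 4.16), 1.40 for Dlx1 (1.01 to 1.77) and 1.55 for Dlx2 (1.18 to 1.90). In c0-s6 it was 3.97 for Esr1 (2.82 to 5.04) and 2.35 for Nr5a2 (1.27 to 3.28), from 12 and 11 UMIs. For Isl1 in c0-s4-s1 it was -0.08 (-0.32 to 0.15) against the other cells of c0 and 0.73 (0.36 to 1.11) against the other cells of c0-s4. At a limit of 5% on mitochondrial UMIs, Isl1 was at 0.92 in c0-s0 and, against the other cells of c0, at 0.06 in c0-s4-s1 (-0.30 to 0.40).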

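Fig. 4 marks 38 pairs of factor and subcluster as depleted. Against the other cells of c0, 32 of them were lower, 29 with an interval below 0, and 2 of the 6 others were higher with an interval above 0. For c0-s1-s2, 5 of 9 such factors were higher than in the other cells of c0. Against the other cells of c0-s1, 9 of 9 were lower, 8 of them with an interval below 0. Here c0-s1-s2 was the whole larger subcluster of c0-s1, so those other cells were its smaller subcluster of 85 cells. Rora, Zic1 and Zic5, which are among the 9, were leading genes of that subcluster, so this count holds in part by construction. With 5% as the mitochondrial limit, 34 of the 38 pairs were lower than in the other cells of c0, and 4 of the 9 factors of c0-s1-s2 were higher. There c0-s1-s2 was 167 of the 261 cells of c0-s1, and 9 of 9 were lower than in the other cells of c0-s1. Under the stated filters, 5 of 6 such factors of c0-s4-s1 were lower than in the other cells of c0. Against the other cells of c0-s4, 6 of 6 were lower. These groups too were built on the same cells.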

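Otp, on chromosome 13 from 94875602 to 94885130, had 15 UMIs in c0-s3, a log2 ratio to the other cells of c0 of -4.80 (95% interval -5.64 to -4.08). In c0-s5 it had 16 UMIs and a log2 ratio of -3.30 (-4.11 to -2.60). Where the limit on mitochondrial UMIs was 5%, c0-s3 had 40 Otp UMIs and a ratio of -3.16 (-3.65 to -2.71), and c0-s5 a ratio of -4.26 (-5.71 to -3.14). From the excess in c0-s0 and the low levels in these subclusters, the paper predicts that Otp promotes the Agrp-neuronal fate.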

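In c5-s2, the log2 ratio to the other cells of c5 was 2.74 for Hes1 (95% interval 2.46 to 3.03) from 320 UMIs, 0.86 for Jun (0.74 to 0.99) and 0.81 for Fos (0.72 to 0.90). A limit of 5% on mitochondrial UMIs lowered the ratio of Hes1 to 1.69 (1.44 to 1.94) and raised that of Jun to 1.06, with 0.80 for Fos. For Atf3, Hes1, Jun and Fos the levels were also above those of c0, with log2 ratios of 5.45, 5.14, 1.45 and 2.23. Atf3, Jun and Fos are immediate-early genes, for which a response to dissociation could not be told apart from a difference between cell types.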

Notably, the cluster c5 is rather distant from the cluster c0 in the spectral tSNE plot (Fig. 1b), suggesting that the cells in the clusters c5 and c0 may take separate developmental lineages. 

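Atf3, Hes1, Jun and Fos were compared between each of the 6 subclusters c0-s0, c0-s1-s2, c0-s3, c0-s4-s1, c0-s5 and c0-s6 and the other cells of c0, in 24 pairs. The interval of the log2 ratio lay below 0 in 8 pairs and above 0 in 5. Atf3 was at -1.04 in c0-s1-s2, -0.99 in c0-s3 and -1.81 in c0-s4-s1, and Hes1 at -1.71 in c0-s0 and -2.03 in c0-s3. The highest values were 1.24 for Fos in c0-s6 and 1.15 for Atf3 in c0-s0. With the limit on mitochondrial UMIs at 5%, the interval lay below 0 in 3 pairs and above 0 in 5.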

Consistent with this prediction, the four transcription factor transcripts in the subcluster c5-s2 were not depleted from the c0-derived subclusters c0-s0, c0-s1-s2, c0-s3, c0-s4-s1, c0-s5, and c0-s6.

**Fig. 4:**
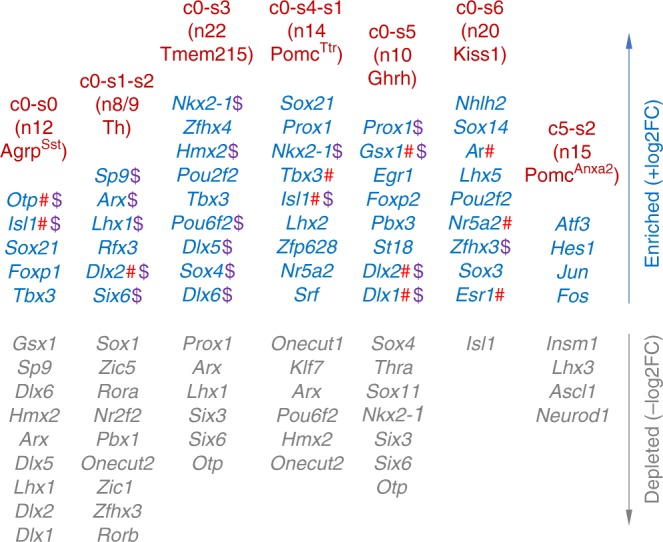
Transcription factors enriched in E15 developing ARC neurons. We listed transcription factor transcripts in the subclusters c0-s0, c0-s1-s2, c0-s3, c0-s4-s1, c0-s5, c0-s6, and c5-s2, which show relatively stronger similarity to adult ARC neurons. Transcripts for the transcription factors that have been already implicated in the development of ARC neurons are denoted by #, while transcripts for the transcription factors showing the unique expression pattern of being enriched in one or more subclusters while being excluded from other subclusters are highlighted as $

In addition, we confirmed cell type-specific expression pattern of many markers that our scRNA-seq identified using in situ hybridization (ISH), combined with immunohistochemistry (IHC), and dual/triple IHC analyses (e.g., Supplementray Fig. 14, Supplementray Fig. 15, Fig. 5a, b, Fig. 6a, Supplementray Fig. 16c), verifying the quality of our datasets.

**Fig. 5:**
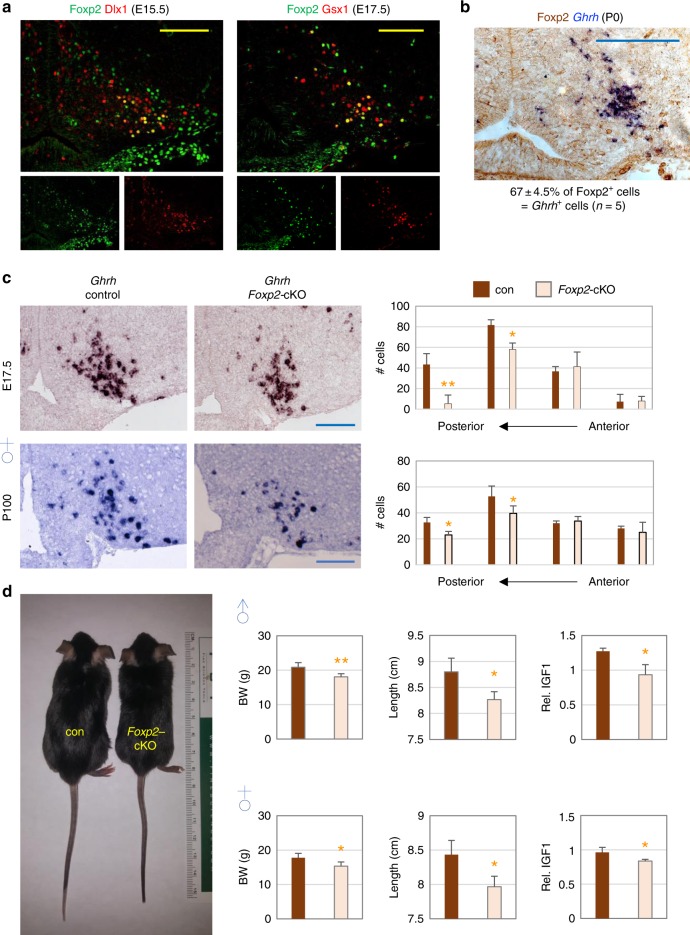
Crucial roles of Foxp2 in the development of Ghrh-neurons. **a** IHC with antibodies against Foxp2 and either Dlx1 or Gsx1 reveals co-expression of Foxp2 and Dlx1/Gsx1 in a subset of E15.5/E17.5 ARC neurons. **b** ISH for *Ghrh* (blue) combined with IHC against Foxp2 (brown) reveals co-expression of Foxp2 with *Ghrh* in P0 ARC. **c** ISH against *Ghrh* reveals that the number of *Ghrh*^+^ cells (i.e., Ghrh-neurons) in the ARC is significantly reduced in *Foxp2*-cKO mice relative to control mice at both E17.5 and P100 (in both sexes). The number of mice per each genotype was 3–5. The distance between serial sections was 132 μm, and the images shown are for the second posterior sections. **d** Dwarfism of P50 *Foxp2*-cKO male and female mice, accompanied by significant reductions in body weight (BW), linear growth (length, cm), and the relative expression levels of IGF1 in the liver. The number of mice for each genotype was 3–5. All scale bars are for 100 μm. Statistical differences were determined by Student’s *t*-test (**c**, **d**); *p* < 0.05 (one asterisk) and *p* < 0.01 (two asterisks)

**Fig. 6:**
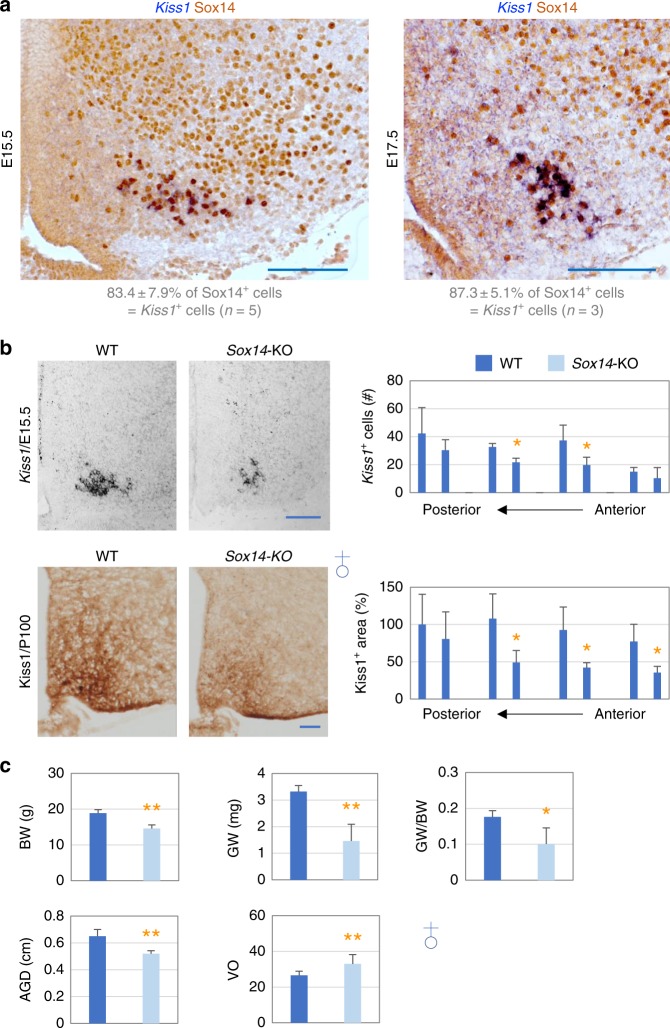
Critical roles of Sox14 in the development of Kisspeptin-neurons. **a** ISH for *Kiss1* (blue) combined with IHC against Sox14 (brown) reveal co-expression of Sox14 with *Kiss1* in E15.5 and E17.5 ARC. **b** Significantly reduced expression of *Kiss1* mRNA in the ARC of E15.5 embryos (ISH) and Kiss1 protein in the ARC of P100 female control and *Sox14*-KO mice (IHC). Serial anterior-posterior sections are apart from each other by ~120 μm, and the images shown are for the second anterior sections. **c** Body weight measurement, as well as assessment of reproduction phenotypes, GW (for gonad weight), AGD (for anogenital distance) and VO (for vaginal opening), for P100 female mice. The number of mice per each genotype was 3–15. All scale bars are for 100 μm. Statistical differences were determined by Student’s *t*-test (**b**, **c**); *p* < 0.05 (one asterisk) and *p* < 0.01 (two asterisks)

Together, our unbiased single cell transcriptome analyses revealed a list of cell type-specific markers, including 42 transcription factors that are likely to play crucial roles in the fate determination and differentiation of key ARC neuronal types in the developing hypothalamus.

### Foxp2 is critical for Ghrh-neuronal development

To further validate if our newly identified transcription factors in developing ARC neurons are indeed important for ARC neuronal development, we investigated the role of Foxp2 that our bioinformatics analyses determined to be highly enriched in the subcluster c0-s5, representing developing Ghrh-neurons (Fig. 4). 

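Foxp2, on chromosome 6 from 14901349 to 15441977, had 36 UMIs in c0-s5, 127 CPM (95% interval 89.1 to 176), against 18.3 CPM from 87 UMIs in the other cells of c0. The log2 ratio was 2.80 (2.20 to 3.37), and it was 1.97 when cells were assigned to subclusters by the profiles of Supplementary Data 2, the alternative that moved it most. Foxp2 was detected in 29.3% of the cells of c0-s5 (20.3% to 39.8%), 19.0% after thinning. In c8 the thinned share was 18.0% (13.0% to 23.9%), at 92.1 CPM. That level lies above the 18.3 CPM of the other cells of c0, so free RNA alone would not explain it. For Foxp2, c8 is therefore no measure of background. Without use of the subclusters, the 61 cells of c0 with at least 2 Ghrh UMIs, with a median of 3192 UMIs, held 23 Foxp2 UMIs, 114 CPM against 20.7 CPM in the other 1576 cells, with a median of 2792.5, a log2 ratio of 2.47 (1.74 to 3.13). Of the 2028 Foxp2 UMIs in all cells, 1.78% were in c0-s5, 28.8% in c2, 27.4% in c1 and 20.5% in c3. Such shares follow the size of a group as well as its level.

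**Figure D4:**
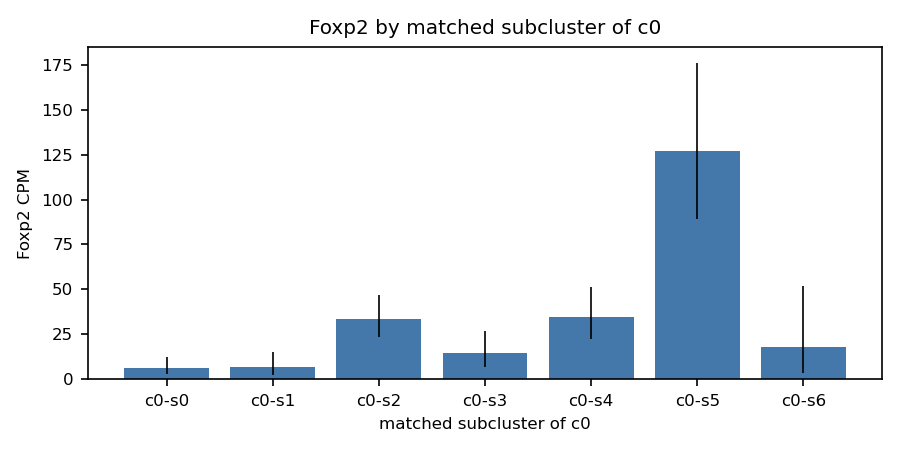
Pooled CPM of Foxp2 for each subcluster of c0; error bars are exact Poisson 95% intervals. The bar of c0-s5, at 127 CPM, is the highest, and the next are c0-s4 at 34.7 CPM and c0-s2 at 33.5 CPM.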

Consistent with our scRNA-seq analyses, the dual IHC assays revealed that Foxp2 is co-expressed with Dlx1, which marks both Th-neurons and Ghrh-neurons^17^, in the lateral zone of the ARC where Ghrh neurons reside at E15.5 (Fig. 5a). Similar co-expression of Foxp2 and Gsx1, the Ghrh-neuronal marker^26^, was also observed at E17.5 (Fig. 5a). Moreover, Foxp2 is expressed in Ghrh-neurons at P0 (Fig. 5b), indicating that Foxp2 expression is maintained specifically in Ghrh-neurons at P0. Next, by crossing *Foxp2*^*f/f*^ mice^31^ to *Nkx2-1-Cre* mice^32^, we created conditional knockout (cKO) mice in which *Foxp2* is deleted in developing hypothalamus. *Foxp2*-cKO mice showed a significantly lower number of *Ghrh*^+^ cells than control mice at both E17.5 and P100 (Fig. 5c). In contrast, *Npy*^+^ cells in *Foxp2*-cKO mice did not reduce relative to control mice (Supplementary Fig. 16a). These results suggest that Foxp2 is critical for the development of Ghrh-neurons but not Agrp-neurons. Consistent with the reduced number of Ghrh-neurons, *Foxp2*-cKO mice showed deficits in GH signaling, including significant decreases in body weight, linear length (height) and the hepatic IGF1 levels (Fig. 5d). Taken together, these results strongly support critical roles of Foxp2 in the development of Ghrh-neurons and validate our finding of Foxp2 in the transcriptome of developing Ghrh-neurons (Fig. 4).

### Sox14 is crucial for Kisspeptin-neuronal development

Given our finding that *Sox14* transcript is specifically expressed in developing Kisspeptin-neurons (Fig. 4), we examined if Sox14 is important for the development of Kisspeptin-neurons. 

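Sox14, on chromosome 9 from 99874106 to 99876170, had 43 UMIs in c0-s6, 253 CPM (95% interval 183 to 341), against 8.63 CPM from 42 UMIs in the other cells of c0. The log2 ratio was 4.87 (4.23 to 5.52), and 3.04 when cells were assigned by the profiles of Supplementary Data 2. It was detected in 54.2% of the cells of c0-s6 (40.8% to 67.3%), 45.1% after thinning, against 0.971% in c8. Sox14 and Tac2 met in 10 cells of c0, 10.5 times the number expected from independent detection (5.03 to 19.3). Of the 1252 Sox14 UMIs in all cells, 3.43% were in c0-s6, 6.79% in all of c0 (5.46% to 8.33%) and 86.5% in c1 (84.5% to 88.3%). These shares follow the size of a group as well as its level: c1, with 1078 cells, held Sox14 at 230 CPM.

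**Figure D5:**
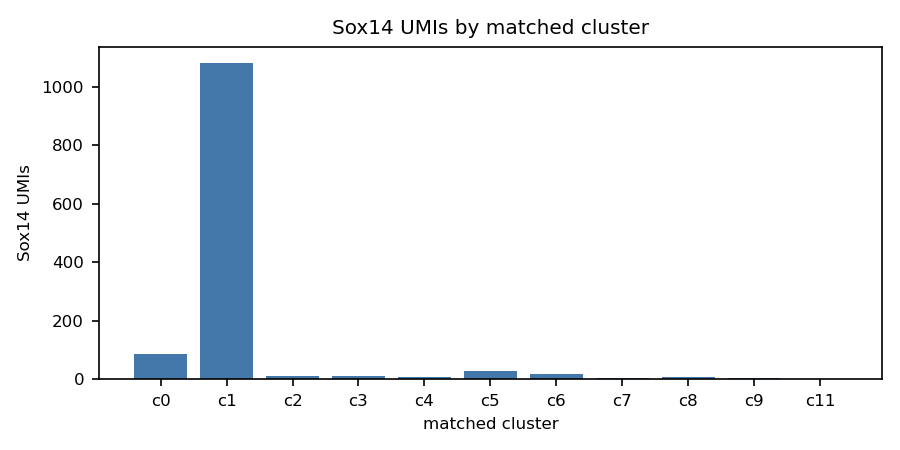
Number of Sox14 UMIs in each rebuilt cluster. The bar of c1 holds 1083 of the 1252 UMIs and that of c0 holds 85. Counts are not scaled to the number of cells or UMIs of a cluster.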

Our dual IHC assays using the previously reported Sox14 antibody^33^ (also see Supplementary Fig. 16b) found that Sox14 is co-expressed with the Kisspeptin-neuronal marker Esr1^30^ in a subset of cells at E15.5 (Supplementary Fig. 16c). Further validating that this subset of cells represents Kisspeptin-neurons, dual IHC assays using antibodies against Sox14 and Kiss1 (Kiss1 proteins begin to be detected as early as E17.5) revealed that Sox14 and Kiss1 are co-expressed in a similar subset of cells at E17.5 (Supplementary Fig. 16c). Similar co-expression of Sox14 and Kiss1 was also confirmed in our IHC assays (for Sox14) in combination with ISH (for *Kiss1*) at both E15.5 and E17.5 (Fig. 6a). Consistent with this expression pattern, *Sox14*-KO mice showed a markedly lower level of *Kiss1* mRNA and Kiss1 protein at both E15.5 and P100, respectively (Fig. 6b). Moreover, *Sox14*-KO mice showed a significant decrease in gonad weight, as well as anogenital distance (AGD) in both males and females (Fig. 6c, Supplementary Fig. 16d). Unexpectedly, both male and female *Sox14*-KO mice also showed a significant reduction in body weight (Fig. 6c, Supplementary Fig. 16d). Even when normalized to body weight, gonadal weight was still significantly reduced (Fig. 6c, Supplementary Fig. 16d). Moreover, the vaginal opening was clearly delayed in female *Sox14*-KO mice (Fig. 6c). Consistent with these results, *Sox14*-KO mice were completely sterile despite our extensive breeding efforts. Taken together, our results suggest that Sox14 is critical for Kisspeptin-neuronal development, which likely underlies the infertility of *Sox14*-KO mice.

## Discussion

In comparison to the reported scRNA-seq analysis of the adult ARC neurons^15^, our scRNA-seq analysis of developing ARC neurons at E15 provides several important insights into the development of ARC neurons (Fig. 3). First of all, while the developing ARC at E15 contains the seven subclusters that are nicely related to the adult counterpart ARC neurons^15^ (c0-s0, c0-s1-s2, c0-s3, c0-s4-s1, c0-s5, c0-s6, and c5-s2, Fig. 3), the majority of cells at this stage are distantly related to the adult ARC neurons. Together with our cellular identity analysis indicating that most cells represent developing neurons and progenitors (Supplementary Fig. 1), these results suggest that cells in the developing ARC at E15 are mostly at an early stage of development before manifesting clear adult neuronal cell type identities. Secondly, it is noted that the cluster c0 from our first unsupervised clustering represents a pool of a few neuronal types, including Agrp^Sst^-neurons and Kisspeptin-neurons, as well as a subset of Pomc^+^ and Th^+^ neurons (including Ghrh-neurons) (Fig. 3). These results demonstrate that these cell types are closely related to each other in developmental lineages, consistent with the previous results showing that *Pomc*^+^ progenitor cells produce not only Pomc-neurons but also Kisspeptin-neurons and a subpopulation of Agrp-neurons^18,19^. Our recent report also demonstrated an unexpected plasticity between Agrp-neuronal and Ghrh-/Th-neuronal fates^17^, and these results are validated by the co-clustering of developing Agrp-neurons and Ghrh-/Th-neurons in the cluster c0 (Fig. 3). Thirdly, some subclusters appear to be a pool of multiple neuronal types (Fig. 3). Overall, our results suggest that the development of many ARC neuronal types and segregation of the embryonic hybrid subclusters (e.g., c0-s0, c0-s1-s2, and c1-s3, Fig. 3) to individual cell types occur at later developmental stages. Based on these observations, we believe that additional scRNA-seq analyses of developing ARC neurons at stages later than E15 are needed for a more comprehensive understanding of the developmental processes of ARC neurons. Finally, it is interesting to note that the clusters c0 and c5 are rather separated from each other in the tSNE plot (Fig. 1b). The notion that the cells in the subclusters c0-s4-s1 and c5-s2 may develop to become n14 Pomc^Ttr^-neurons and n15 Pomc^Anxa2^-neurons in adult ARC, respectively, combined with our finding that the cells in the cluster c0 yield Agrp^Sst^-neurons, n8/n9 Th-neurons, n22 Tmem215, n10 Ghrh-neurons, and n20 Kisspeptin-neurons (Fig. 3), raises an interesting possibility that *Pomc*^+^ progenitors giving rise to n14 Pomc^Ttr^-neurons (i.e., c0-s4-s1), but not n15 Pomc^Anxa2^-neurons (i.e., c5-s2), may eventually develop to become Agrp^Sst^-neurons, n8/n9 Th-neurons, n22 Tmem215, n10 Ghrh-neurons, and n20 Kisspeptin-neurons in adult ARC. These results also suggest that n15 Pomc^Anxa2^-neurons may be quite distinct from n14 Pomc^Ttr^-neurons in developmental lineages.

Our finding of 38 transcription factors whose transcripts are specifically enriched in the subclusters c0-s0, c0-s1-s2, c0-s3, c0-s4-s1, c0-s5, and c0-s6, as well as 4 transcription factor transcripts in the subcluster c5-s2 (Fig. 4) is believed to be a major contribution to our efforts to understand the developmental processes of ARC neurons, as we reason that they likely play critical roles in the development of specific ARC neuronal types. Firstly, we were able to further segregate cells in the cluster c0 (which share the overall gene expression profile to be collectively identified as a single cluster) to 7 different subcluster groups, suggesting that transcription factors enriched in each subcluster may represent the distinguishing features among the cluster c0 cells that determine the identity of neuronal type for each subcluster and control the ensuing developmental steps. Secondly and consistent with this idea, the list included nine transcription factors that have been already reported to regulate the development of specific ARC neuronal types (indicated with #, Fig. 4)^17,20,25–30^. These include the recent finding for the transcription factor Tbx3 in the development of Pomc-neurons^28^. Notably, Tbx3 is highly enriched in both developing Agrp^Sst^-neurons and Pomc^Ttr^-neurons in our E15 scRNAseq dataset (Fig. 4), and therefore Tbx3 may also control the development of Agrp^Sst^-neurons. 

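Tbx3, on chromosome 5 from 119670669 to 119684724, had a log2 ratio to the other cells of c0 of 0.68 in c0-s0 (95% interval 0.42 to 0.94) and 1.08 in c0-s4-s1 (0.71 to 1.42). In c0-s3 the ratio was 1.36.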

Sox21-deficine mice showed enhanced energy expenditure^34^, and it will be interesting to investigate whether this phenotype involves the specific enrichment of the transcription factor Sox21 in our scRNA-seq dataset for developing Agrp-neurons and Pomc-neurons (Fig. 4), both of which control energy expenditure. 

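The log2 ratio of Sox21, on chromosome 14 from 118233232 to 118237030, to the other cells of c0 was 1.96 in c0-s0 (95% interval 1.56 to 2.36) and 2.31 in c0-s4-s1 (1.86 to 2.75).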

Hypothalamic Atf3, found in our developing Pomc^Anxa2^-neurons, has also been implicated in regulating glucose and energy metabolism^35^, and it will be an interesting future study to investigate whether Atf3 is involved in the development of Pomc^Anxa2^-neurons. 

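Atf3, on chromosome 1 from 191170296 to 191218039, had 998 UMIs in c5-s2, 1178 CPM, a log2 ratio to the other cells of c5 of 1.60 (95% interval 1.47 to 1.73).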

Thirdly, many of these transcription factors are highly enriched in specific cell types while their expressions are depleted from other cell types (indicated with $ symbol, Fig. 4). Notably, many of these transcription factors in the list also show similar expression pattern in the adult ARC, being enriched in specific adult ARC neuronal types while being depleted in other adult ARC neuronal types^15^. For instance, the transcription factor Prox1, enriched in developing Ghrh-neurons (i.e., c0-s5) and Pomc^Ttr^-neurons (i.e., c0-s4-s1), is also highly enriched in adult Ghrh-and Pomc^Ttr^-neurons while it is depleted in the remaining 22 adult neuronal types in the ARC^15^. These results raise an interesting possibility that all our transcription factors may have manifested similar expression patterns in E15 ARC if our scRNA-seq experiments achieved deeper sequencing depth. Indeed, most of our transcription factors were found to be depleted in other subclusters when we adjusted the FDR to more than 0.05. 

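Prox1, on chromosome 1 from 190118035 to 190170714, had a log2 ratio to the other cells of c0 of 3.02 in c0-s5 (95% interval 2.71 to 3.32) and 0.80 in c0-s4-s1 (0.35 to 1.23). In c0-s5, 134 UMIs gave 474 CPM, and 57.1% of the cells had one after thinning, against 0.971% in c8. In c0-s3 there were 0 UMIs in 227 cells, which allows a share of up to 1.32%, but at a limit of 5% on mitochondrial UMIs that subcluster held 6 Prox1 UMIs in 195 cells, 9.72 CPM and a log2 ratio of -3.27 (-4.73 to -2.13).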

Finally, in further functional validation of our list of 42 transcription factors (Fig. 4), we demonstrated that the two transcription factors Foxp2 and Sox14 are critical for the development of Ghrh-neurons and Kisspeptin-neurons, respectively (Fig. 5, Fig. 6, Supplementary Fig. 16). Notably, we made unexpected observation for body weight reduction in *Sox14*-KO mice (Fig. 6c, Supplementary Fig. 16d). This reduction in body weight can be due to the action of Sox14 in other cell types, and future experiments with Kisspeptin-neuron specific cKO model for *Sox14* will clarify this issue. Overall, our results strongly suggest that our newly discovered transcription factors are likely the key fate determinants of developing ARC neurons and therefore their further dissection will greatly advance our understanding of how ARC neurons develop during embryogenesis.

In summary, this report describes the first single cell transcriptomes of several developing ARC neuronal types. Moreover, these datasets include key fate-determining transcription factors, and further dissection of their roles in developing ARC will greatly advance our understanding of how ARC neurons develop during embryogenesis. Finally, the regulatory elements associated with our new marker genes (Supplementary Data 2, 3) can be developed to construct new transgenic mouse lines, in which the expression of Cre recombinase can be directed to individual developing ARC neuronal types. Notably, highly cell type-specific mouse Cre lines will expedite our efforts to understand the development of ARC neurons.

## Methods

### Animals

All mouse works were performed under approved protocols by the Institutional Animal Care and Use Committee of the Oregon Health and Science University and King’s College London. *Foxp2*^*f/f*^, *Nkx2.1-Cre*, *Pomc-eGfp*, *Sox14-KO* (*Sox14*^*Gfp/+*^ and *Sox14*^*Cre/+*^) mice^21,31,32,36,37^ were maintained in standard cages with free access to normal chow and water on a 12:12 light:dark cycle. Body weight and linear length were measured^17^. Phenotypic characterization of sexual maturation was performed on virgin animals from both sexes between P53 and P100. After anesthesia, mice were weighed and measured for their AGD before proceeding with transcardial perfusion fixation with 4% paraformaldehyde in PBS. Gonads were isolated and postfixed for 24 h, washed in PBS and weighed. The day of vaginal opening was established by daily visual inspection.

### scRNA-seq

Pregnant Pomc-eGfp mice were euthanized 15 days after detection of vaginal plugs. The ventral sides of the hypothalamus of the embryos (*n* = 6) were collected, and the GFP positive regions, which are indicative for the location of the ARC, were precisely dissected out under a dissection fluorescence microscope. All samples were combined and dissociated using standard Papain digestion^15^. The resulting cells were counted using an automated cell counter and subjected to the generation of a scRNA-seq library and sequencing^10^.

### Data processing and alignment

Raw sequencing cell barcodes were filtered to distinguish between valid cell barcodes from empty cell barcodes using an algorithm in Cellranger count v2.1.1., an analysis pipeline for Chromium single cell 3′ RNA-seq results^10^. Total unique molecular identifier (UMI) counts across all detected barcodes were rank-sorted, and the 99th percentile of the UMI counts among the top *n* barcodes (where *n* is provided with an expected recovered cell parameter; *expect-cells* set to 5300 in our case) were selected. The barcodes with total UMI counts larger than or equal to 10% of the 99th percentile values were classified as valid barcodes. Using STAR v2.4.0 with a default setting^38^, the filtered reads were aligned to mm10 (refdata-cellranger-mm10-1.2.0). Only confidently mapped (MAPQ = 255), non-PCR duplicates with valid barcodes and UMIs were employed to generate gene-barcode matrix. Among the 394,067,025 reads, 333,380,703 (84.60%) of reads were mapped.

### Filtering and normalization

Gene-barcode count matrix was read using a function *Read10X* in an R package Seurat v2.0 for downstream analysis^39^. We initialized the object with the raw data and kept all genes expressed in >3 cells and all cells with at least 200 detected genes. To further remove possible doublets and poor-quality cells, we filtered out outlier cells that have unique gene counts over 4500 or less than 200 (determined based on visual inspection over gene count distribution). Also cells with a high proportion of mitochondrial genes (>10%) were filtered out based on a report showing that if a cell is lysed, cytoplasmic RNA will be lost apart from the RNA enclosed in the mitochondria, which will be retained and sequenced as a quality control metric^40^. Further, we filtered out cells having a high level of hemoglobin gene expression (*Hba-a1* > 10) given it likely derived from blood cells. Out of 6465 cells, 5038 cell barcodes met quality control criteria and were utilized for downstream analysis. 

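Of the 6465 barcodes, 63 had over 4500 detected genes, 23 had under 200, 10 had over 10% mitochondrial UMIs, and 42 had over 10 Hba-a1 UMIs, some of them in more than 1 of these groups. The filters as stated left 6351 cells. Over 5% mitochondrial UMIs were found in 1324 barcodes, and with 5% as the limit 5040 cells passed. Without the upper limit on genes 6413 cells passed, without the limit on Hba-a1 6369, and with a limit of 1 on log-normalized Hba-a1 5722.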

After removing unwanted cells from the dataset, the gene-barcode matrix was normalized using a global-scaling normalization method *LogNormalize*^22^, in which gene expression for each cell was normalized by the total expression, multiplied by a scale factor 10,000, and then log-transformed.

### Dimensionality reduction, clustering, and data visualization

For downstream analysis, we identified a set of highly variable genes in terms of expression level across the entire data set and focused on those rather than all genes. The average expression and dispersion (variance/mean) for each gene across all cells were calculated using *FindVariableGenes* function^22^ and placed into bins based on their average expression. Each *z*-score was then calculated for dispersion within each bin. To mitigate the effect of confounding factors, we built linear model to regress out the number of detected molecules per cell and mitochondrial gene expression. 

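Selection by binned dispersion gave 1617 variable genes among the 6351 cells, and 1645 with the limit on mitochondrial UMIs at 5%.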

After scaling and centering the data along each variable gene, we identified 1664 highly variable genes. The scaled *z*-scored residuals of these models were used for dimensionality reduction and clustering. We performed principal component analysis on the scaled matrix to further reduce the dimensions of the data. To select a set of principal components (PC) for downstream clustering analysis, we used a statistical resampling procedure *jackStraw* in Seurat package^22^. It constructs a null distribution for PC scores and then estimates its *p*-value for each PC. For data visualization, using 14 PCs chosen as described above, we performed t-distributed stochastic neighbor embedding (tSNE) technique^41^ with the perplexity parameter^42^, an expected number of neighbors, set to the default value 30. Graph-based clustering approach in Seurat^22^ was used in which distances between the cells are calculated based on the identified PCs. To cluster the cells, a modularity optimization techniques for detecting communities in a network was used with an original Louvain algorithm within a function *FindClusters*^43^ to group cells together with a resolution parameter 0.6, which returns good results for around 6000 cells. Overall, we assigned 5038 cells into 12 different cell clusters. Subclustering was further performed using 11PCs. Cells in each initial cluster were extracted and reclustered in the same procedure with perplexity parameter set to 0.6. Violin plots were utilized to visualize the distribution of gene expression among clusters. Feature plots were drawn to color single cells according to their gene expression on a two-dimensional tSNE space.

### Cluster identity determination

We took the following steps to determine a match between our embryonic ARC clusters and the 24 adult ARC neuronal clusters^15^. First, we identified the top 50 or 200 genes that are specifically enriched in each of the adult ARC neuronal clusters n1 to n34 (by sorting the genes based on enrichment fold)^15^. Next, we made a list of the genes specifically and significantly enriched in each of our E15 clusters (positive value for log2 fold changes, *FDR* < 0.05), and then deduced percentage of these genes that belong to the above top 200 or the top 50 adult ARC genes. The top 50 genes represent the most specifically expressed genes in each adult neuronal type relative to other adult neuronal types, many of which are terminally differentiated neuronal markers. Relative to the top 50 genes, the top 51–200 genes are less specifically expressed in each adult neuronal type. Therefore, a cluster showing a match to both the top 200 genes and the top 50 genes of a specific adult ARC neuronal type represents a more terminally differentiated neuronal type relative to a cluster which shows a match to the top 200 genes but not the top 50 genes. The latter cluster consists of the cells that are undergoing differentiation to become the specific adult ARC neuronal type but yet to gain a battery of terminal differentiation markers.

### ISH and IHC

Brains were removed from the embryos (up to P0) and fixed in 4% PFA overnight, cryoprotected with sucrose, and frozen in OCT blocks, which were then sectioned using a microtome with a thickness of 12 µm per section. P50 or P100 mice were intraperitoneally injected with Avertin before performing standard perfusion with PBS and 4% PFA, followed by overnight fixation in 4% PFA. ISH was performed at 68 °C overnight with indicated RNA probes. After hybridization, slices where incubated in washing buffer (50% formamide, 1× SSC solution and 0.1% Tween20) for 1 h, blocked in MABT buffer + 4% BSA for 1 h and subsequently incubated with an anti-digoxigenin-AP antibody (11093274910 Roche, 1:5000) in MABT buffer + 2% BSA. Next day the color reaction was performed with NBT/BCIP after washing with MABT buffer. For subsequent co-staining of visualized RNA probes, hybridized sections were incubated with our homemade antibodies against Dlx1/Otp (1:1000)^17^ or Sox14 (1:1500)^33^. Next day, Vectastain ABC Elite kit (PK-6101, Vector labs) was used for the color reaction. In addition to our previously described ISH probes against *Ghrh*, *Npy* and *Kiss1*^17,20^, we also generated new RNA probes by converting hypothalamic RNA of P0 mice to cDNA using the primers in Table 1. PCR products were then digested with the indicated enzymes and ligated into pBluescript. Digoxigenin-labeled riboprobes probes were generated using T7 RNA polymerase followed by purification over a column.

**Table 1:** Primers used in this study

Cited1-ECORI-forward (FW)-ISH Cited1-XHOI-reverese (RV)-ISH	GGAATTCCTGGGGACTCTGAAGCGAG TATACTCGAGCAGCCAGAGGGAAAATCTGC
Pik3r1-HINDIII-FW-ISH Pik3r1-XHOI-RV-ISH	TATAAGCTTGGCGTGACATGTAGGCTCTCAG TATCTCGAGAAAGGTCCCATCAGCAGTGTC
Peg10-ECORI-FW-ISH Peg10- HINDIII-RV-ISH	ATGAATTCCAAGTGAAAAGAGGGTGGAAAC TATAAG CTTACTTCCTTTTCAAGCTGAGGTG
Calcr-HINDIII-FW-ISH Calcr-XHOI-RV-ISH	GATAAG CTTATCTCGGAGCGAGCAGC TATACTCGAGAAGTACAGGAATGGCTCCTG
Cbln4-BAMH1-FW-ISH Cbln4-HINDIII-RV-ISH	CAGGGATCCTGCTGGTGATAAAGATGTG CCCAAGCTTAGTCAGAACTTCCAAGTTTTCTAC
Gal- ECORI-FW-ISH Gal- HINDIII-RV-ISH	TAGAATTCTCCTGCACTGACCAGCCAC ATTAAGCTTGATTGGCTTGAGGAGTTGGC
Asb4-ECORI-FW-ISH Asb4-HINDIII-RV-ISH	GGAATTCGCAAAGTGCTACCCCAAAAGG TATAAGCTTGCAGGGGTGTCTCTTCATCC
Resp18-ECORI-FW-ISH Resp18-HINDIII-RV-ISH	GAGAATTCCGCTAGAGGGTGAAAAGTGAC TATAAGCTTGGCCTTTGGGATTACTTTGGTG
IGF1 FW IGF1 RV	TCATGTCGTCTTCACACCTCT TCCACAATGCCTGTCTGAGG

IHC was performed by incubating brain sections with antibodies against Kiss1 (Millipore AB9754, 1:500), Esr1 (Millipore 04–227, 1:500), Foxp2 (Abcam 16046, 1:2000), and Sox14 (home-made, 1:1500)^33^ overnight at 4 °C. Next day, slices were washed with PBST and incubated with secondary fluorescence antibodies followed by washing and counter staining with DAPI. For Kiss1 IHC, mice were transcardially perfused with 4% paraformaldehyde in PBS and the brains were postfixed at 4 °C for 2 h. Brains were equilibrated in 30% Sucrose/PBS, embedded in OCT freezing compound, cut on a cryotome at 30 µm and collected in ice-cold PBS. Endogenous peroxidase activity was quenched by 1% H_2_O_2_/PBS incubation for 30 min at room temperature, rinsed in PBS then blocked for 2 h at room temperature in 7% normal goat serum with 0.3%Triton X-100 in PBS, then incubated with anti-Kiss1 rabbit antiserum AC566 (kindly provided by INRA, France, 1:10,000) diluted in blocking solution for 72 h at 4 °C. All wash steps were carried out in PBS alone. Secondary biotinylated goat anti-rabbit antibody (1:500) was added for 2 h at room temperature. Sections were incubated with horseradish peroxidase avidin-biotin complex (Vectastain ABC Elite kit, PK-6101, Vector labs) diluted in 0.3% Triton X-100 in PBS for 1 h at room temperature. Colorimetric reaction was carried out in presence of diaminobenzidine substrate (Sigma) for 10 min. Sections were then dehydrated and mounted in non-aqueous medium.

### Quantification

For IGF1 quantification, small pieces of liver of avertin treated mice were collected and dissolved in Trizol using a tissue grinder. Total RNA was than extracted, converted into cDNA and IGF1 cDNA was quantified using qPCR with the primers listed in Table 1^17^. Quantification of ISH sections for *Ghrh*, *Npy*, and *Kiss1* was performed by counting the number of cells in comparable sections of control and mutant mice. For quantification of the Kiss1-positive area, ARC-containing sections from control and *Sox14*-KO brains were processed for Kiss1 immunodetection by the DAB method in parallel. Digital images were acquired under identical magnification, lighting and exposure. Digital images were converted to 8-bit and quantified using the “threshold” function in ImageJ. The same threshold value was applied across all samples.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

## Data Availability

scRNA-seq data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE126480. All other relevant data are available from the corresponding author on request.

# Supplementary material for: Single cell transcriptome analysis of developing arcuate nucleus neurons uncovers their key developmental regulators
**Source:** Nat Commun. 2019 Aug 16;10:3696. doi: 10.1038/s41467-019-11667-y
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

Single cell transcriptome analysis of developing arcuate nucleus neurons  
uncovers their key developmental regulators

Christian Huisman, Hyeyoung Cho, Olivier Brock, Su Jeong Lim, Sung Min Youn,  
Younjung Park, Sangsoo Kim, Soo-Kyung Lee, Alessio Delogu, and Jae W. Lee

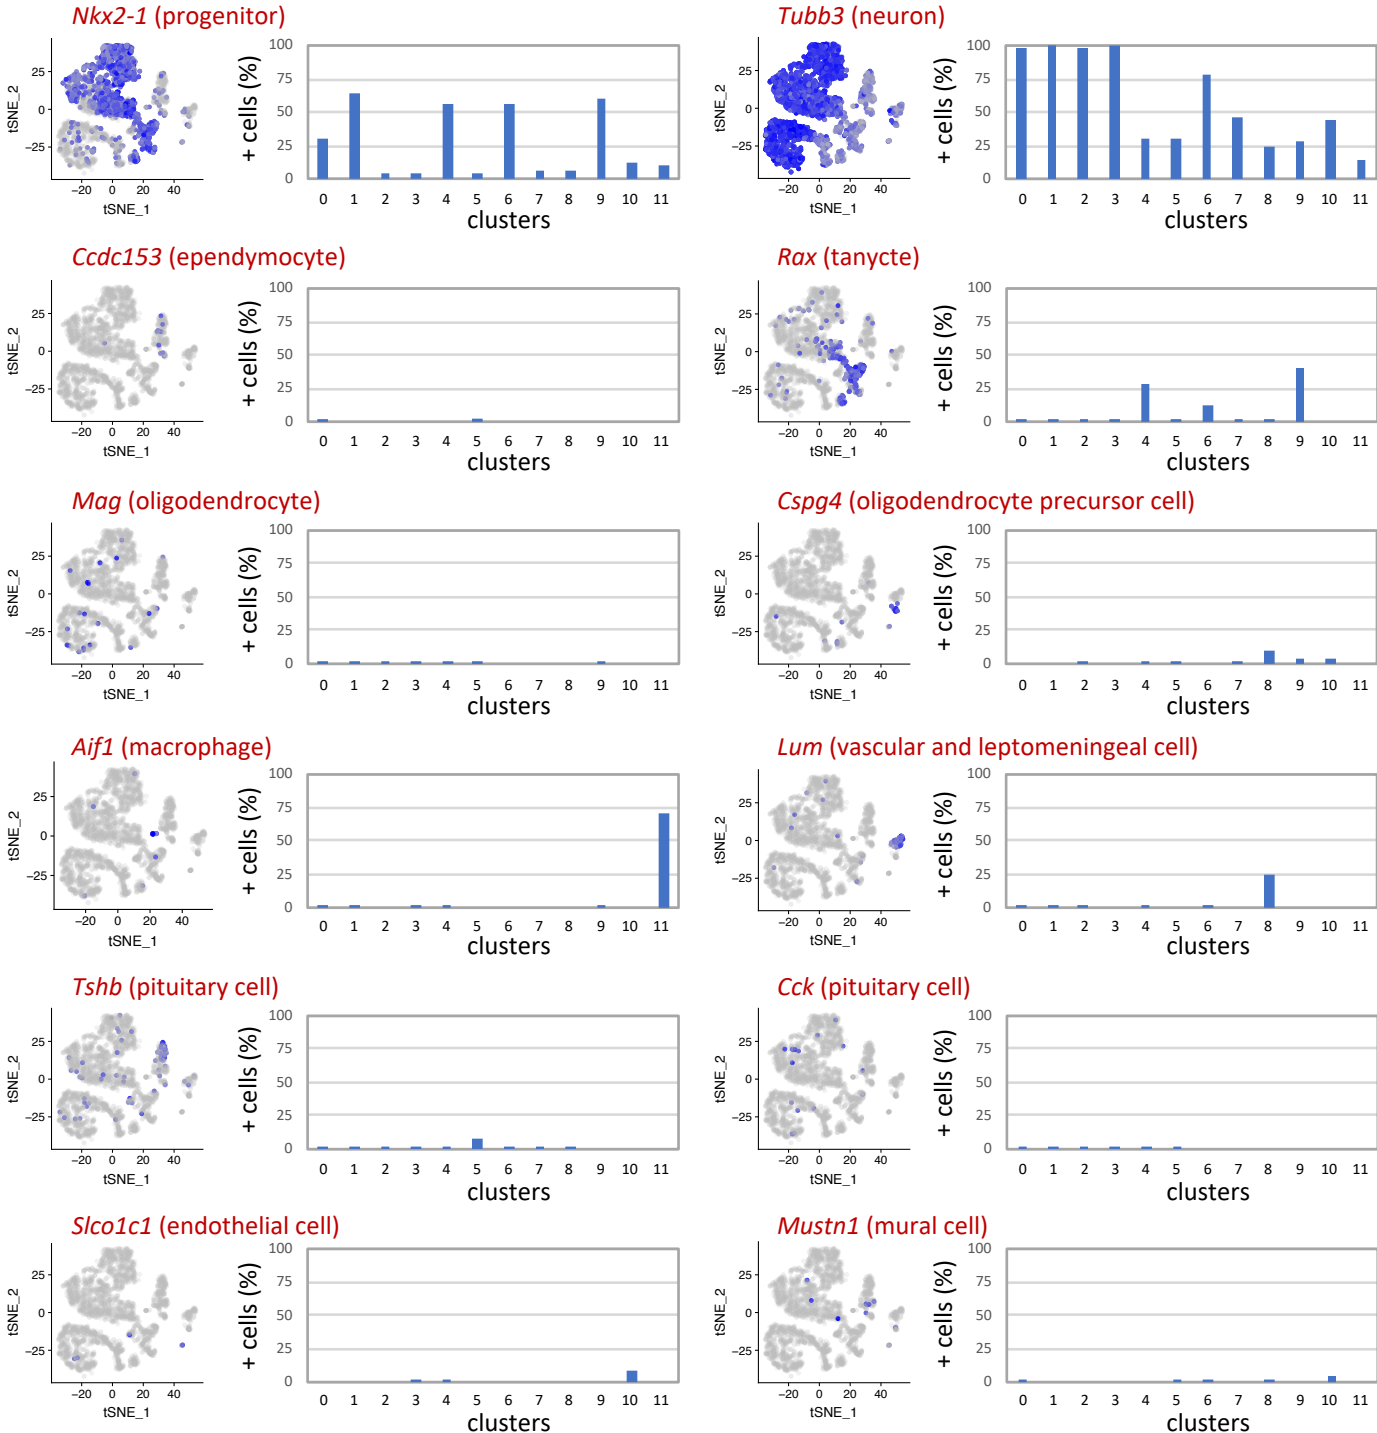

**Supplementary Fig. 1.** Cellular identity of each of the initial 12 clusters was determined by examining the expression level of key markers of different cell types in spectral tSNE plot and a graph for % of cells expressing the marker gene in each cluster. Overall, a majority of cells (78-100%) in the clusters 0, 1, 2, 3 and 6 as well as 15-46% of cells in the remaining clusters expressed the neuronal marker gene *Tubb3*. Also 31-65% of cells in the clusters 0, 1, 4, 6 and 9 still express the progenitor marker *Nkx2-1*. Cells in the cluster 11 appear to be macrophages based on the expression of the macrophage marker gene *Aif1* in 70% of cells in this cluster. Interestingly, the clusters 4 and 9 express both the neuronal marker gene *Tubb3* and the tanycte marker gene *Rax*, while the cluster 8 express both the neuronal marker gene *Tubb3* and the vascular and leptomenigeal cell marker gene *Lum*, raising the interesting possibility that these non-neuronal cell types may also arise from *Nkx2-1*<sup>+</sup> progenitors. Most non-neuronal marker genes that we tested were not well expressed in the clusters c0-c11.

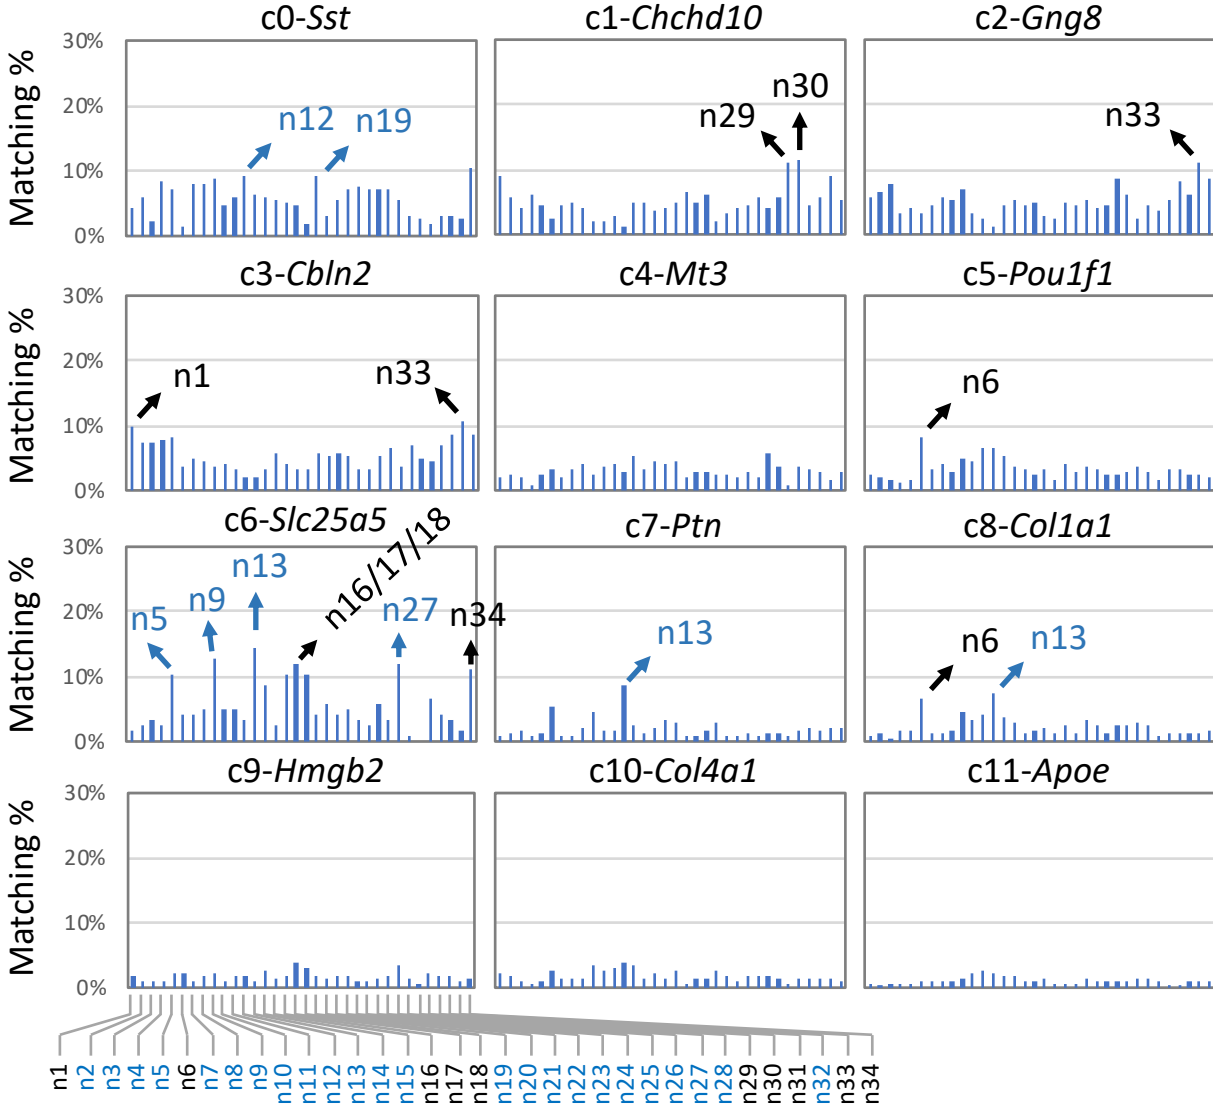

**Supplementary Fig. 2.** Similarity of the E15 clusters c0 to c11 to the adult neurons n1 to n34 (which include 24 ARC neurons highlighted in blue) was determined by calculating what % of genes specifically enriched in each cluster belong to the top 200 genes enriched in each of the adult neurons n1 to n34.

**a**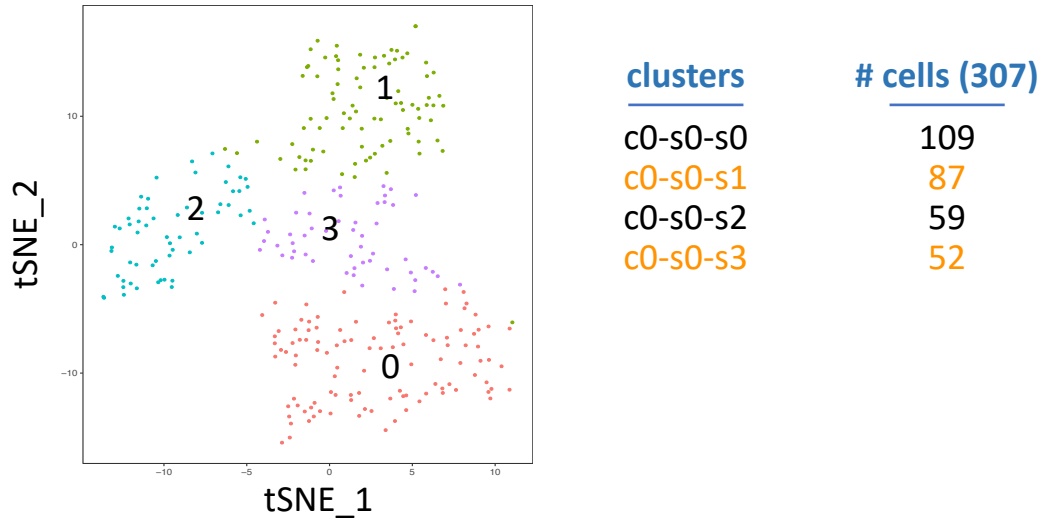**b**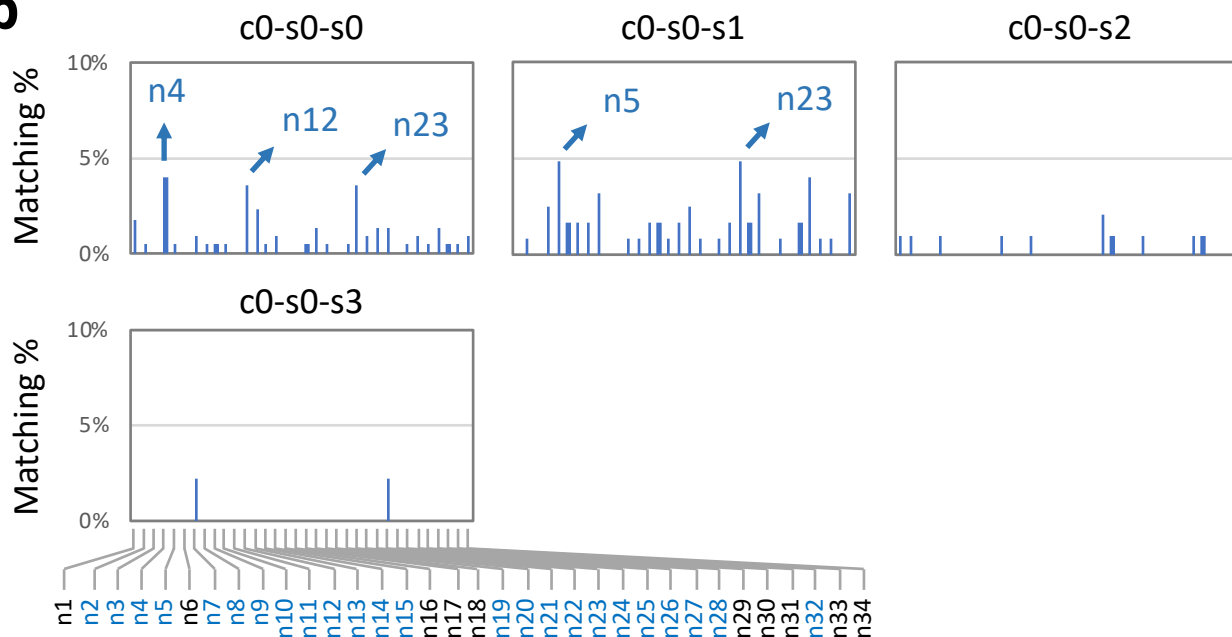

**Supplementary Fig. 3.** Similarity of the E15 subclusters c0-s0-s0 to c0-s0-s3 to the adult neurons n1 to n34 (which include 24 ARC neurons highlighted in blue) was determined by calculating what % of genes enriched in each subcluster belong to the top 50 genes enriched in each of the adult neurons n1 to n34. The adult ARC neurons n4, n12, n23 are highly related to each other (see text) and the initial match of the subcluster c0-s0 to these three types of neurons (Fig. 2) were still maintained in the subcluster c0-s0-s0, suggesting that the cells in the original subcluster c0-s0 may develop to become n4, n12, n23 ARC neurons in adult ARC.

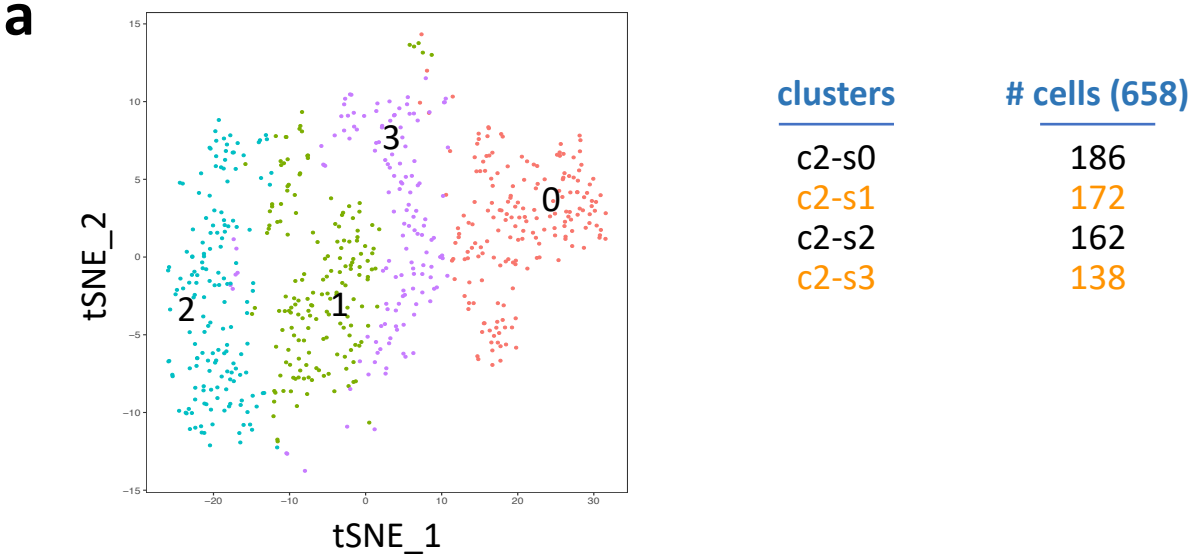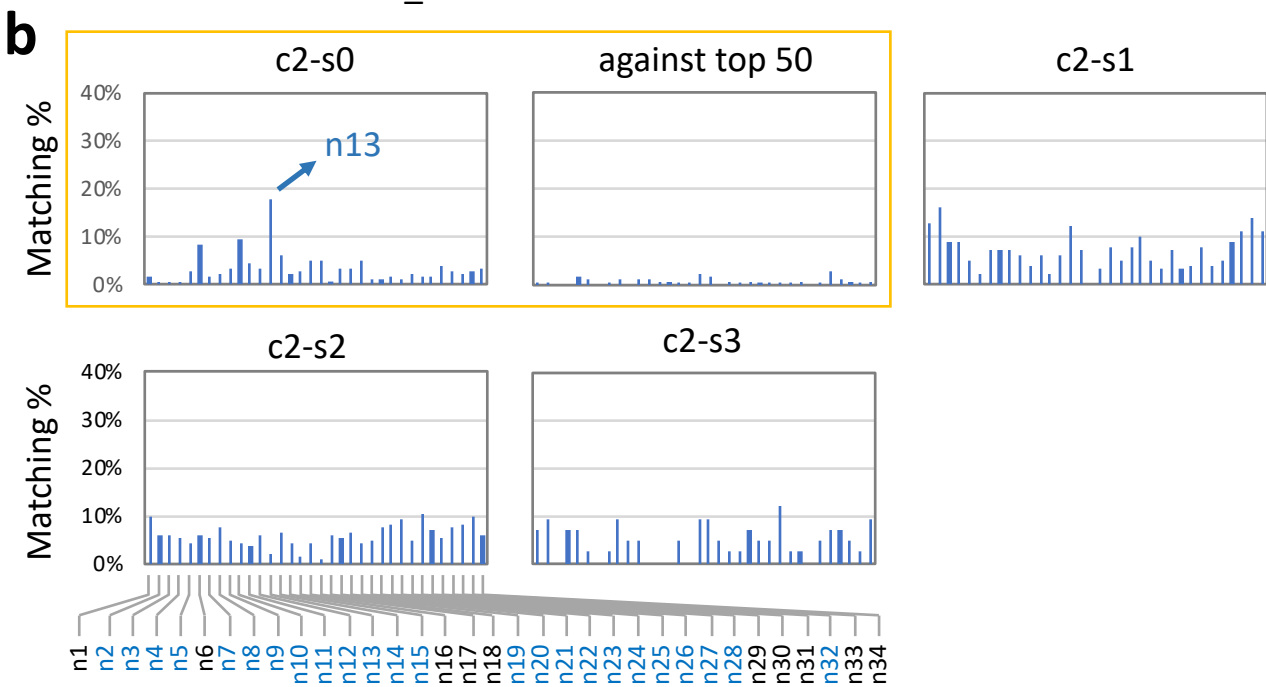

**Supplementary Fig. 4.** Similarity of the E15 subclusters c2-s0 to c2-s3 to the adult neurons n1 to n34 (which include 24 ARC neurons highlighted in blue) was determined by calculating what% of genes specifically enriched in each subcluster belong to the top 200 genes enriched in each of the adult neurons n1 to n34. While the subcluster c2-s0 showed similarity to n13 *AgRP*<sup>Gm8773</sup>-neurons, the similarity was lost when the analysis was repeated against the top 50 genes enriched in each adult neuron, n1 to n34. Because expression of the top 50 adult ARC neuronal genes in developing neurons represents more advanced development, the re-analysis against the top 50 adult neuronal genes led us to predict that cells in the subcluster c2-s0, while they appear to be still in an early stage of development, may eventually develop to become n13 *AgRP*<sup>Gm8773</sup>-neurons in adult ARC.

**a**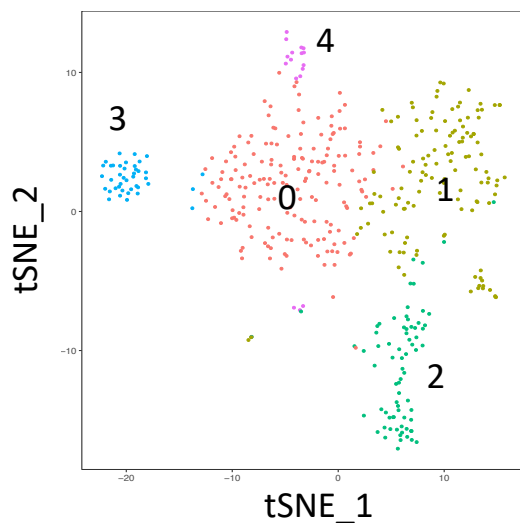**clusters**

c4-s0  
**c4-s1**  
 c4-s2  
**c4-s3**  
 c4-s4

**# cells (435)**

175  
**128**  
 73  
**42**  
 17

**b**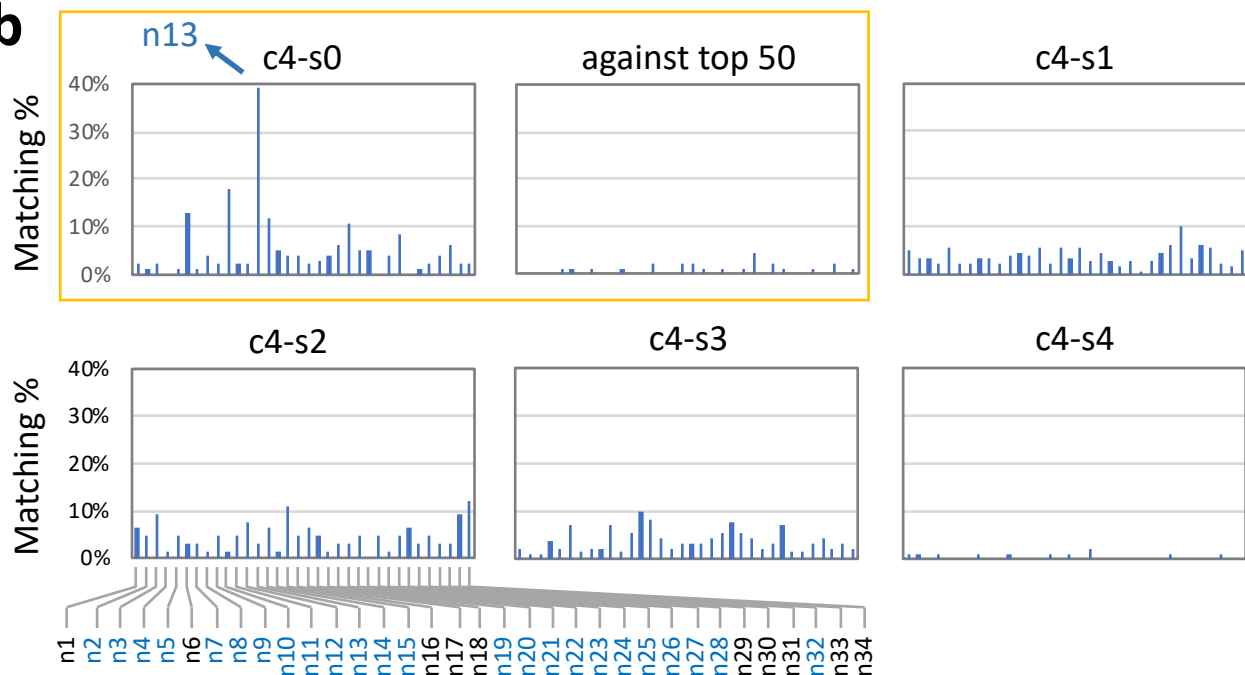

**Supplementary Fig. 5.** Similarity of the E15 subclusters c4-s0 to c4-s4 to the adult neurons n1 to n34 (which include 24 ARC neurons highlighted in blue) was determined by calculating what% of genes specifically enriched in each subcluster belong to the top 200 genes enriched in each of the adult neurons n1 to n34. While the subcluster c4-s0 showed similarity to n13 *Agrp*<sup>Gm8773</sup>-neurons, it lost the similarity when the analysis was repeated against the top 50 genes enriched in each of the adult neurons n1 to n34. Thus, it is possible that cells in the subcluster c4-s0 may represent early precursors to n13 *Agrp*<sup>Gm8773</sup>-neurons.

**a**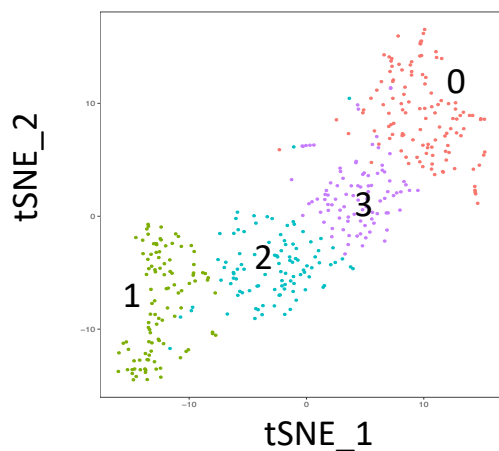**clusters****# cells (415)**

c5-s0

118

c5-s1

104

c5-s2

100

c5-s3

93

**b**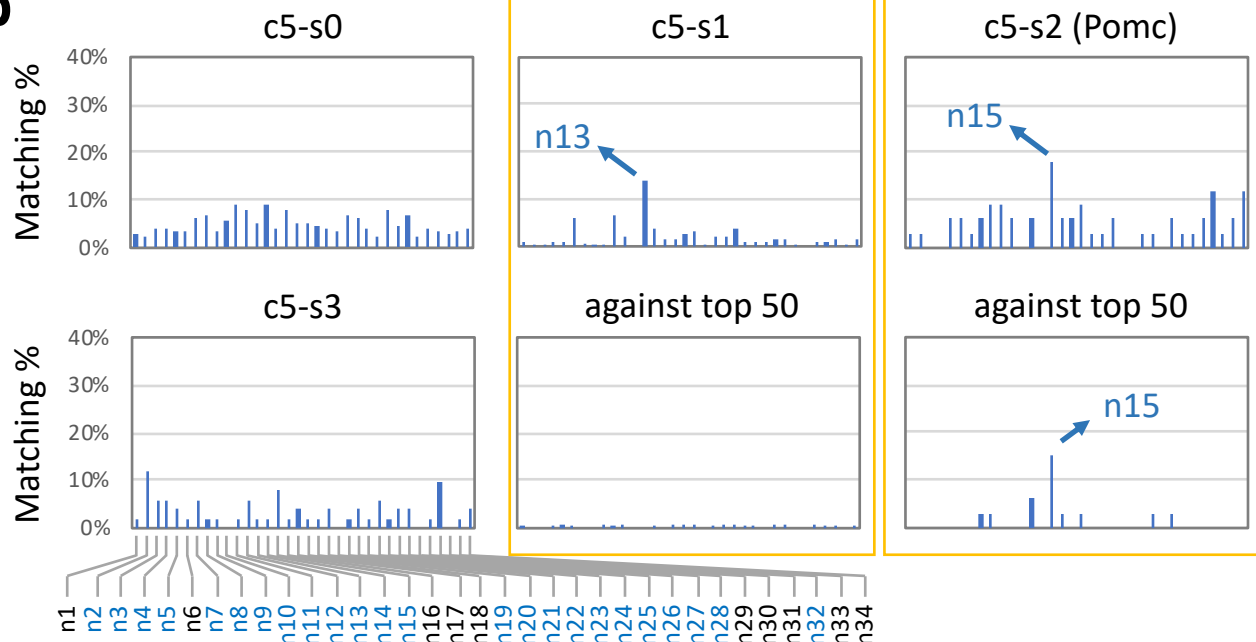

**Supplementary Fig. 6.** Similarity of the E15 subclusters c5-s0 to c5-s3 to the adult neurons n1 to n34 (which include 24 ARC neurons highlighted in blue) was determined by calculating what % of genes specifically enriched in each subcluster belong to the top 200 genes enriched in each of the adult neurons n1 to n34. While the subcluster c5-s1 showed similarity to n13 *Agrp*<sup>Gm8773</sup>-neurons, it lost the similarity when the analysis was repeated against the top 50 genes enriched in each of the adult neurons n1 to n34. Thus, it is possible that cells in the subcluster c5-s1 may eventually develop to n13 *Agrp*<sup>Gm8773</sup>-neurons. Also, cells in the subcluster c5-s2 showed similarity to n15 *Pomc*<sup>Anxa2</sup>-neurons, which was still maintained when the analysis was performed against the top 50 genes enriched in each of the adult neurons n1 to n34. Thus, cells in the subcluster c5-s2 are likely to develop to become n15 *Pomc*<sup>Anxa2</sup>-neurons in adult ARC.

**a**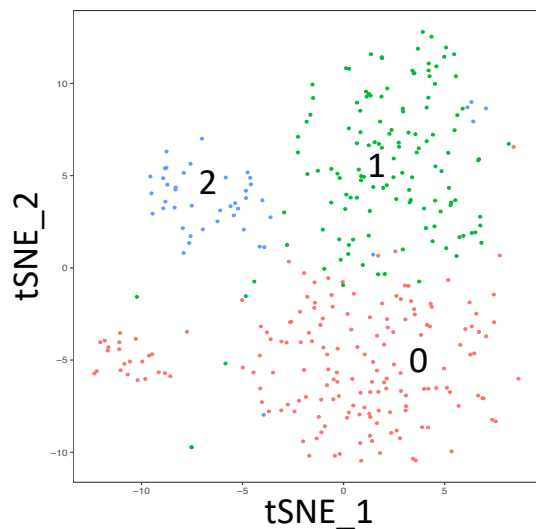clusters

c6-s0  
c6-s1  
c6-s2

# cells (349)

172  
132  
45

**b**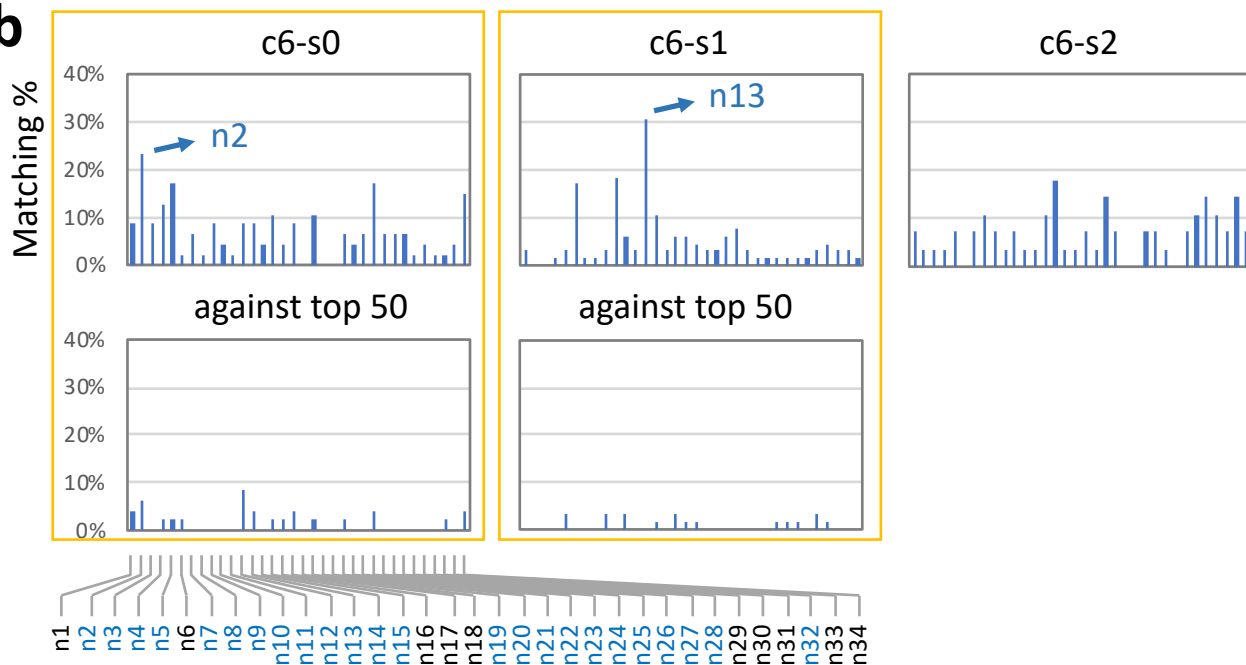

**Supplementary Fig. 7.** Similarity of the E15 subclusters c6-s0 to c6-s2 to the adult neurons n1 to n34 (which include 24 ARC neurons highlighted in blue) was determined by calculating what% of genes specifically enriched in each subcluster belong to the top 200 genes enriched in each of the adult neurons n1 to n34. Cells in the subclusters c6-s0 and c6-s1 showed similarity to n2 and n13 *Agrp<sup>Gm8773</sup>*-neurons, respectively. However, the similarity was lost when the analysis was repeated against the top 50 genes enriched in each of the adult neurons n1 to n34. Thus, it is possible that cells in these two subclusters may represent early precursors to n2 and n13 *Agrp<sup>Gm8773</sup>*-neurons, respectively.

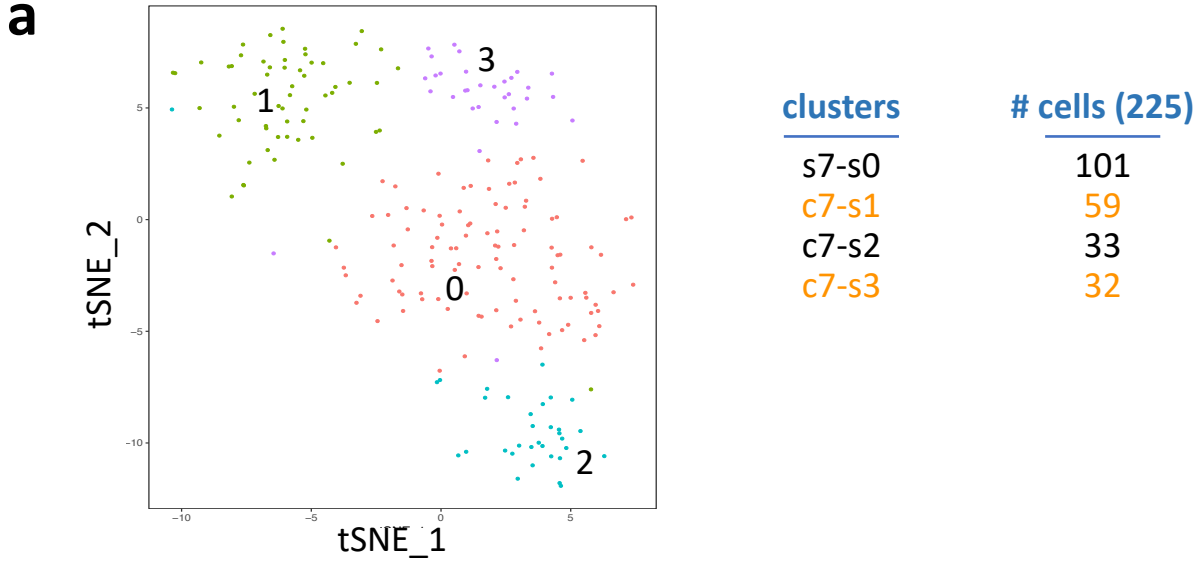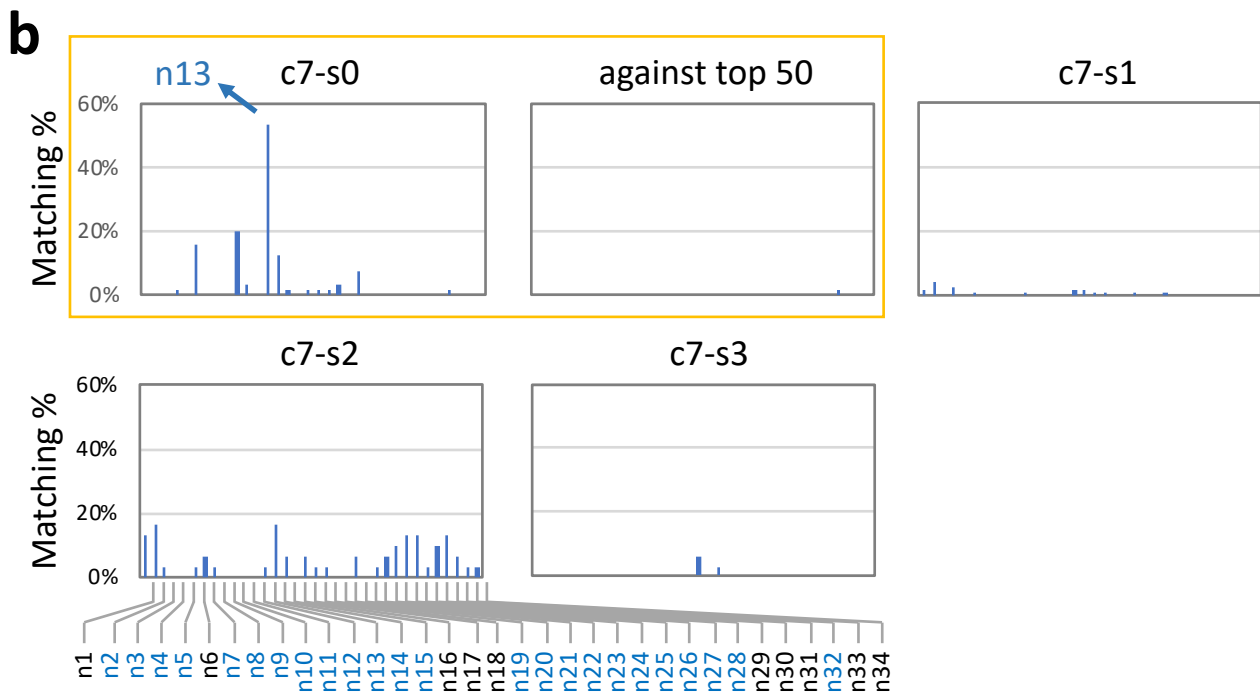

**Supplementary Fig. 8.** Similarity of the E15 subclusters c7-s0 to c7-s3 to the adult neurons n1 to n34 (which include 24 ARC neurons highlighted in blue) was determined by calculating what% of genes specifically enriched in each subcluster belong to the top 200 genes enriched in each of the adult neurons n1 to n34. While cells in the subcluster c7-s0 showed similarity to n13 *Agpr*<sup>Gm8773</sup>-neurons, the similarity was lost when the analysis was repeated against the top 50 genes enriched in each of the adult neurons n1 to n34. These results suggest that cells in the subcluster c7-s0 may represent early precursors to n13 *Agpr*<sup>Gm8773</sup>-neurons.

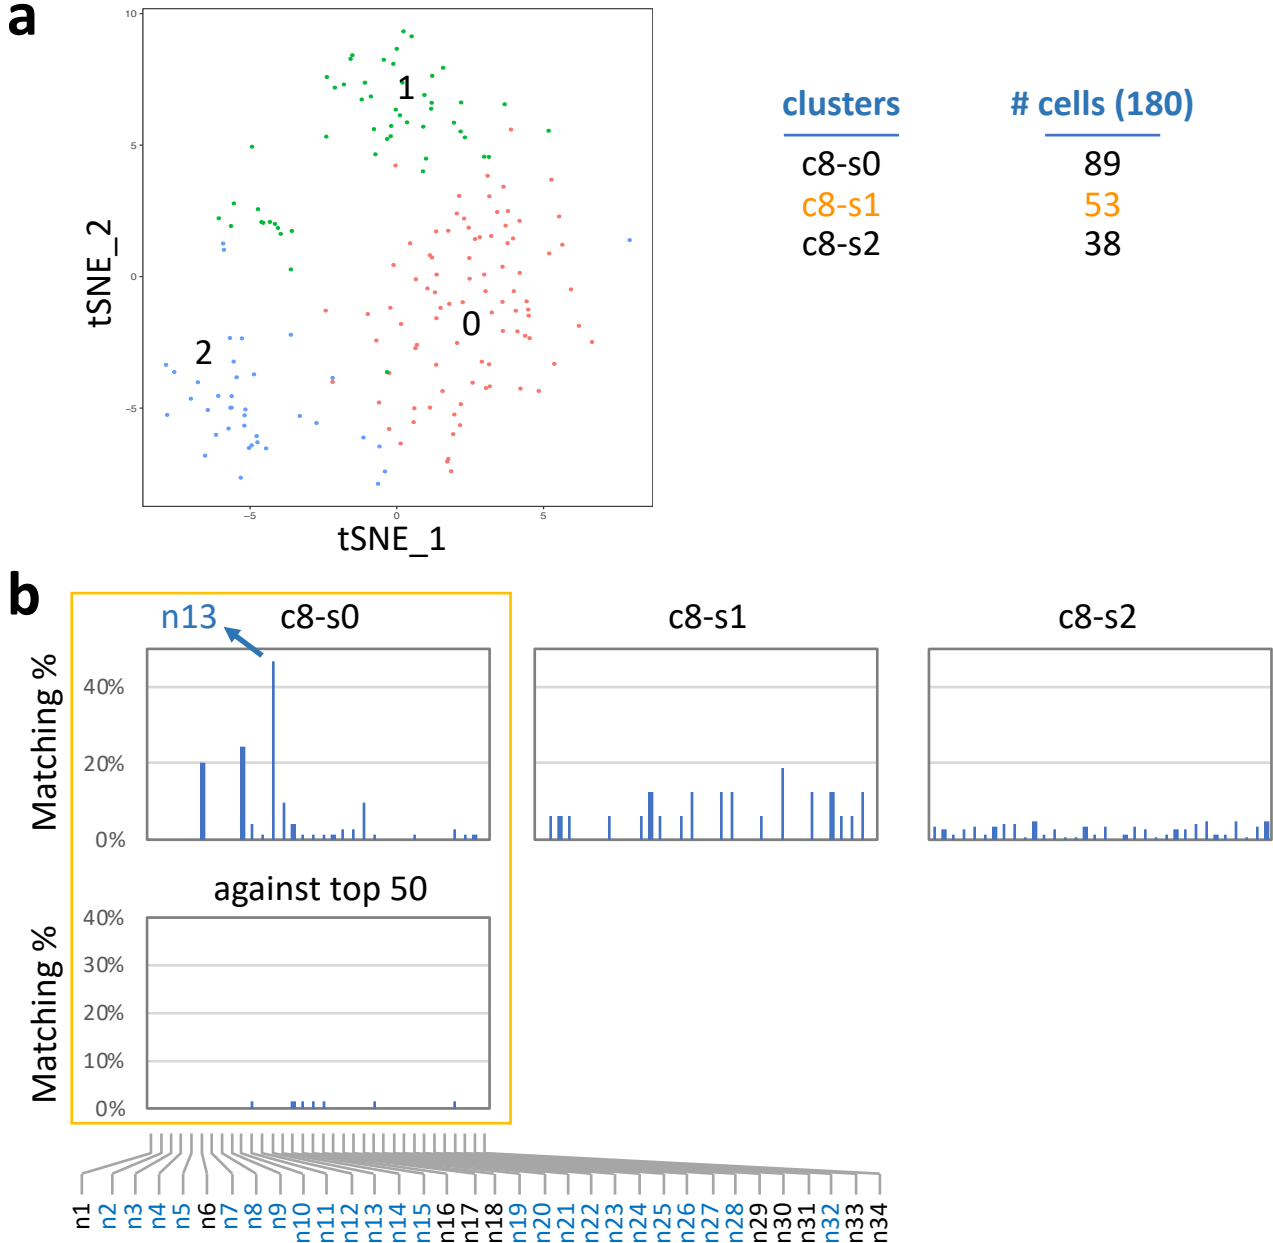

**Supplementary Fig. 9.** Similarity of the E15 subclusters c8-s0 to c8-s2 to the adult neurons n1 to n34 (which include 24 ARC neurons highlighted in blue) was determined by calculating what% of genes specifically enriched in each subcluster belong to the top 200 genes enriched in each of the adult neurons n1 to n34. While cells in the subcluster c8-s0 showed highest similarity to n13  $\text{Agrp}^{\text{Gm8773}}$ -neurons, the similarity was lost when the analysis was repeated against the top 50 genes enriched in each of the adult neurons n1 to n34. These results suggest that the cells in the subcluster c8-s0 may represent early precursors to n13  $\text{Agrp}^{\text{Gm8773}}$ -neurons.

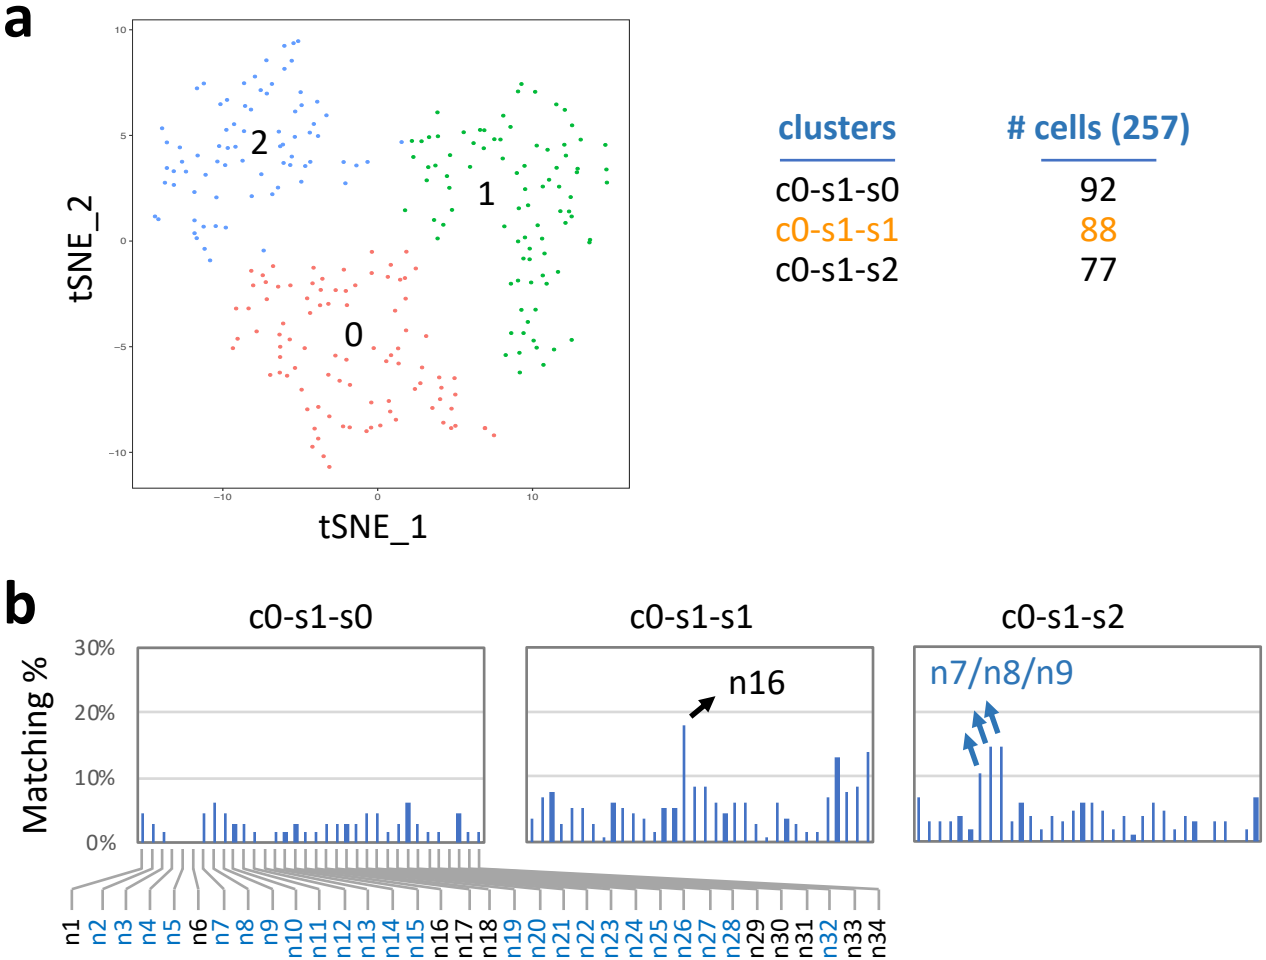

**Supplementary Fig. 10.** Similarity of the E15 subclusters c0-s1-s0 to c0-s1-s2 to the adult neurons n1 to n34 (which include 24 ARC neurons highlighted in blue) was determined by calculating what % of genes enriched in each subcluster belong to the top 200 genes enriched in each of the adult neurons n1 to n34. Cells in the subclusters c0-s1-s1 and c0-s1-s2 showed similarity to the adult n16 non-ARC neurons and n7/n8/n9 ARC neurons, respectively, suggesting that the original subcluster c0-s1 represents a pool of these neurons. These results suggest that the subcluster c0-s1-s2 may eventually segregate and develop to become n7/n8/n9 neurons, respectively, in adult ARC. These three types of ARC neurons share some key features (see text).

**a**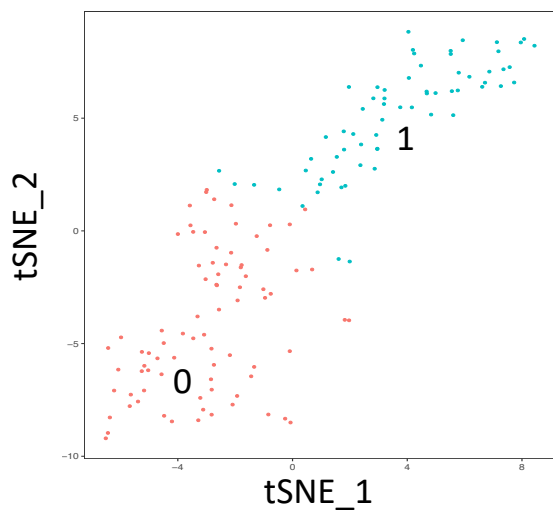clusters

c0-s4-s0

c0-s4-s1

# cells (146)

81

65

**b**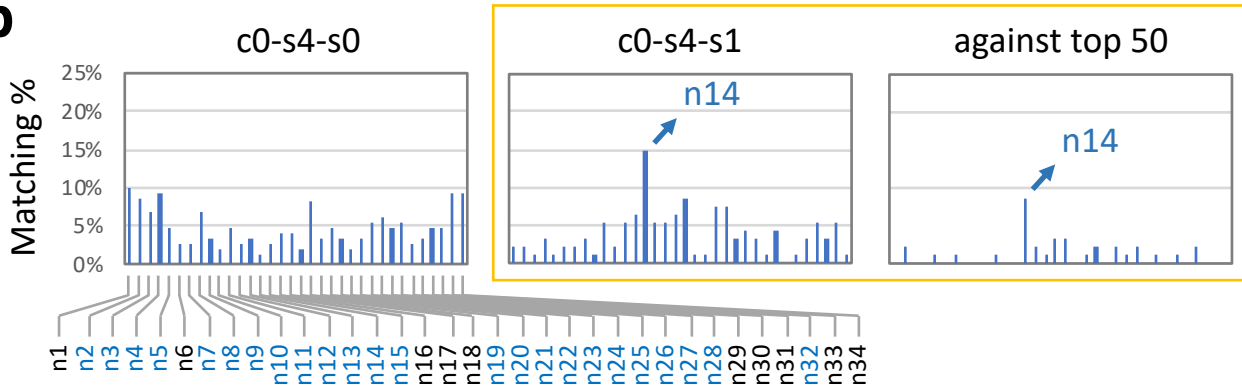

**Supplementary Fig. 11.** Similarity of the E15 subclusters c0-s4-s0 to c0-s4-s1 to the adult neurons n1 to n34 (which include 24 ARC neurons highlighted in blue) was determined by calculating what % of genes enriched in each subcluster belong to the top 200 genes enriched in each of the adult neurons n1 to n34. Cells in the subcluster c0-s4-s1 showed similarity to n14 Pomc<sup>Ttr</sup>-neurons, which was still maintained when the analysis was repeated against the top 50 genes enriched in each of the adult neurons n1 to n34. These results suggest that cells in the subcluster c0-s4-s1 are likely to develop to become n14 Pomc<sup>Ttr</sup>-neurons in adult ARC.

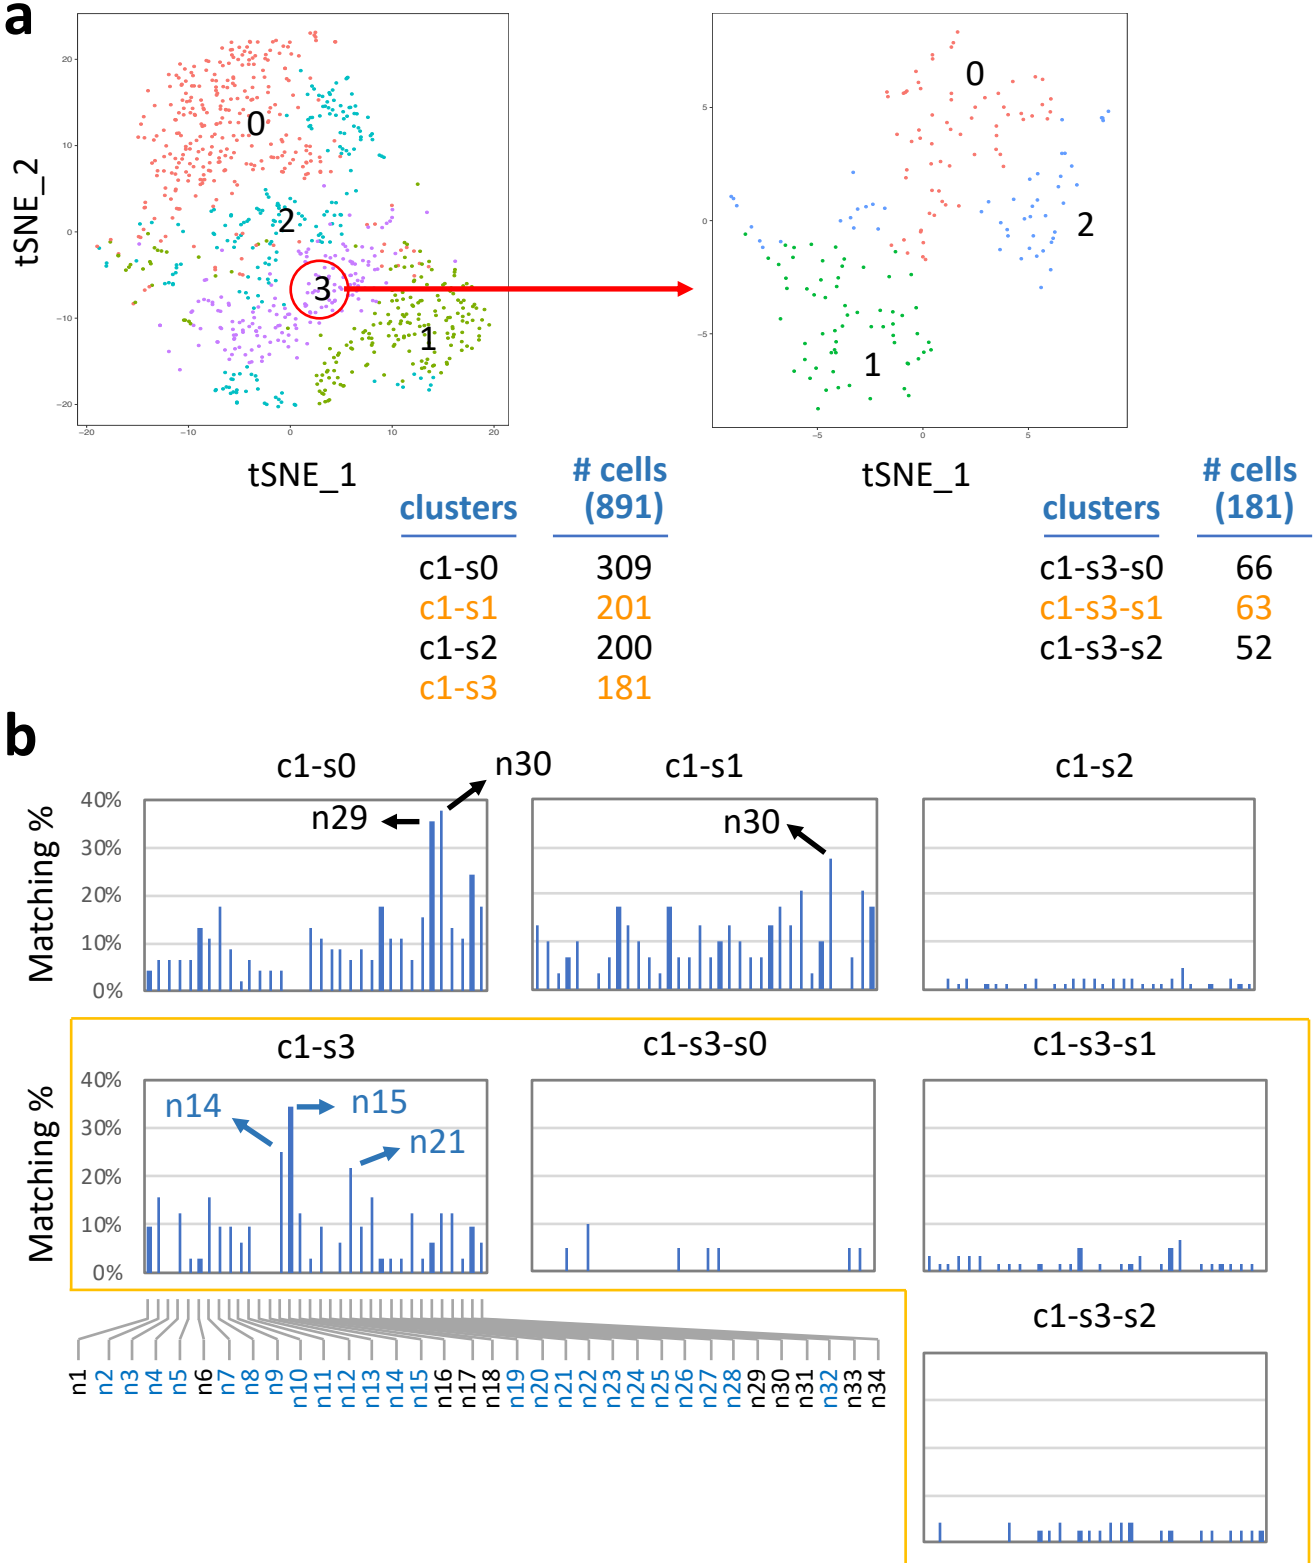

**Supplementary Fig. 12.** Similarity of the E15 subclusters c1-s0 to c1-s3 to the adult neurons n1 to n34 (which include 24 ARC neurons highlighted in blue) was determined by calculating what % of genes specifically enriched in each subcluster belong to the top 200 genes enriched in each of the adult neurons n1 to n34. Given that cells in the subcluster c1-s3 showed similarity to n14, n15 and n21 Pomc-neurons, it was further reclustered to 3 subclusters. However, none of them showed similarity to n14, n15 and n21 Pomc-neurons, suggesting that the subcluster c1-s3 may represent early precursors to all three types of Pomc-neurons.

**a**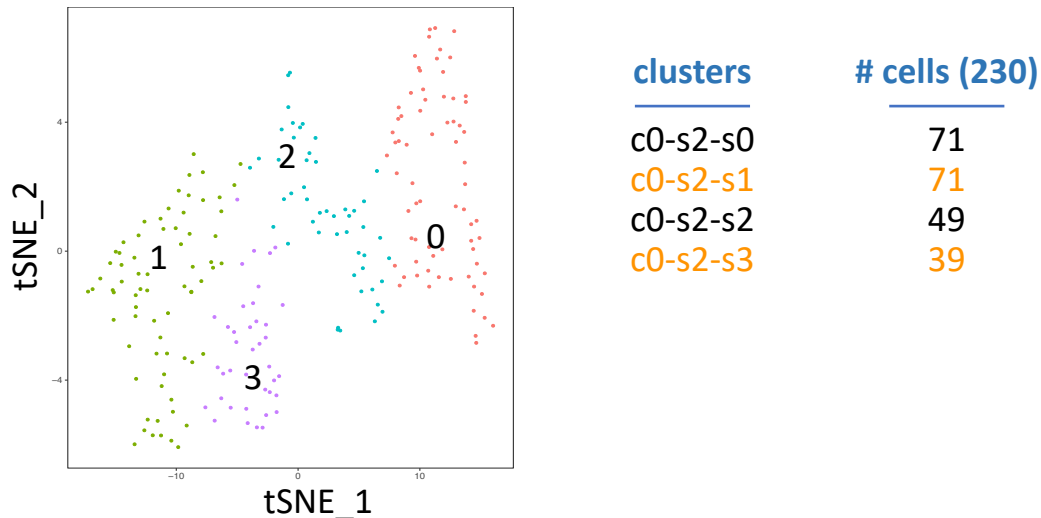**b**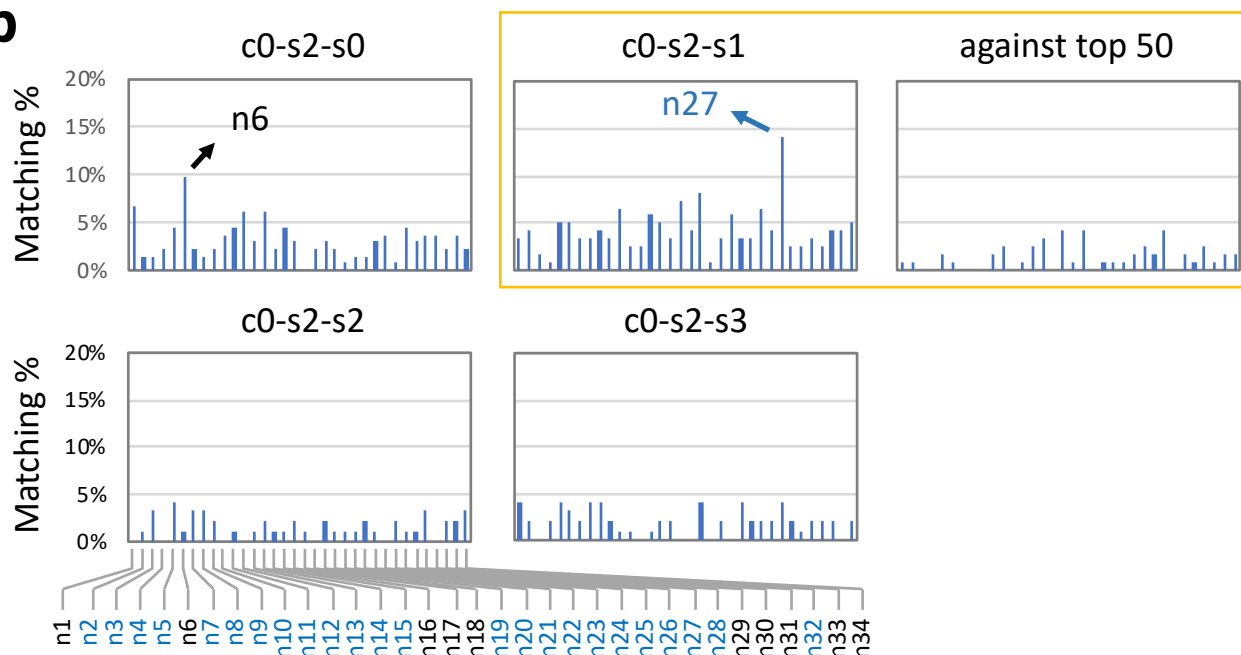

**Supplementary Fig. 13.** Similarity of the E15 subclusters c0-s2-s0 to c0-s2-s3 to the adult neurons n1 to n34 (which include 24 ARC neurons highlighted in blue) was determined by calculating what % of genes enriched in each subcluster belong to the top 200 genes enriched in each of the adult neurons n1 to n34. The subcluster c0-s2-s1 matches one of the original ARC neuronal types identified in the subcluster c0-s2 (n27). However, the match to n27 was lost when the identity was determined against the top 50 genes enriched in each of the adult neurons n1 to n34. These results suggest that cells in the subcluster c0-s2-s1 may develop to become n27 ARC neurons in adult ARC (i.e., they could be early precursors to n27 neurons).

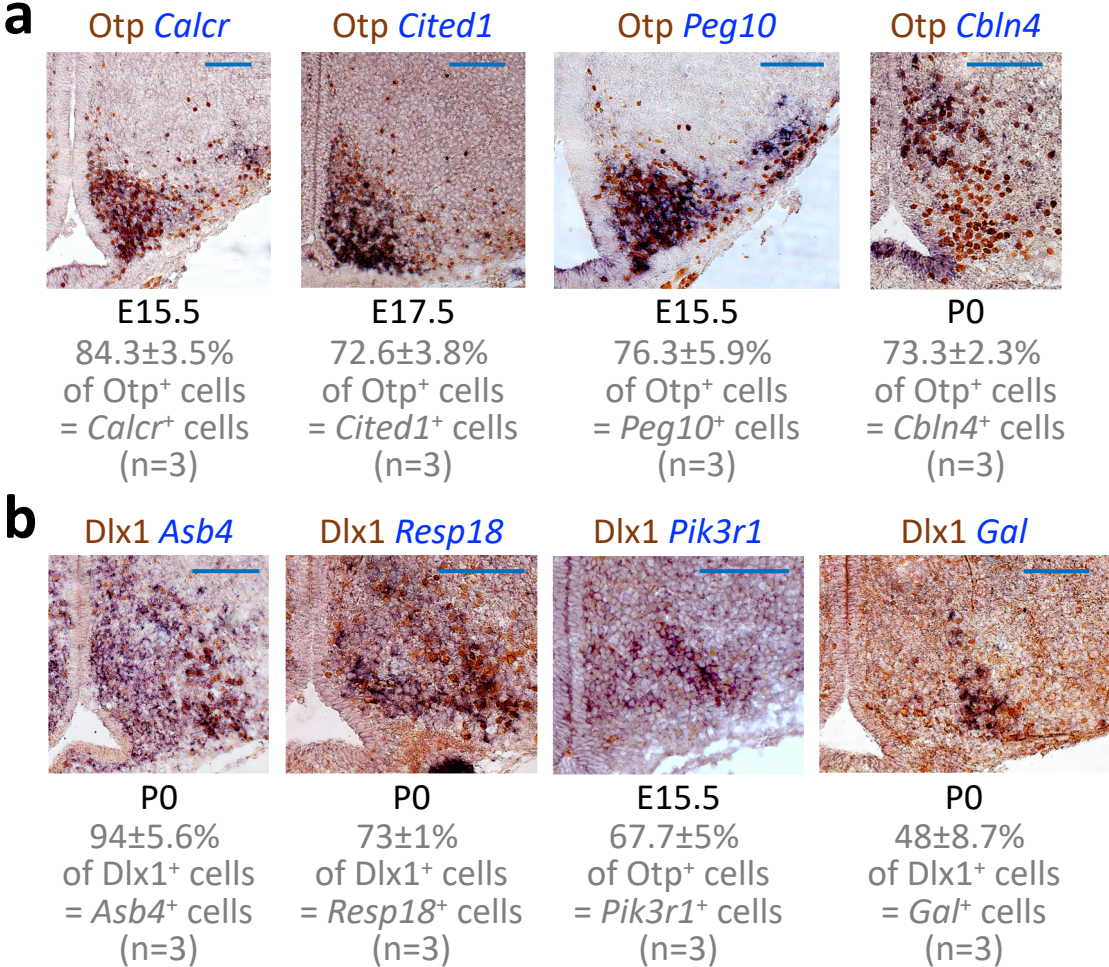

**Supplementary Fig. 14.** Validation of our E15 scRNA-seq results (I). **a** Using a combination of IHC and ISH, we confirmed co-expression of *Calcr*, *Cited1*, *Peg10*, and *Cbln4* (ISH, blue) in cells expressing Otp (IHC, brown) in the ARC at indicated developmental stages. Otp was used as a marker for Agrp-neurons (Otp also labels non-Agrp-neurons). **b** We also found co-expression of *Asb4*, *Resp18*, *Pik3r1*, and *Gal* (ISH, blue) in cells expressing Dlx1 (a marker for Ghrh- and other Th-neurons in the ARC; IHC, brown). All scale bars are for 100  $\mu$ m.

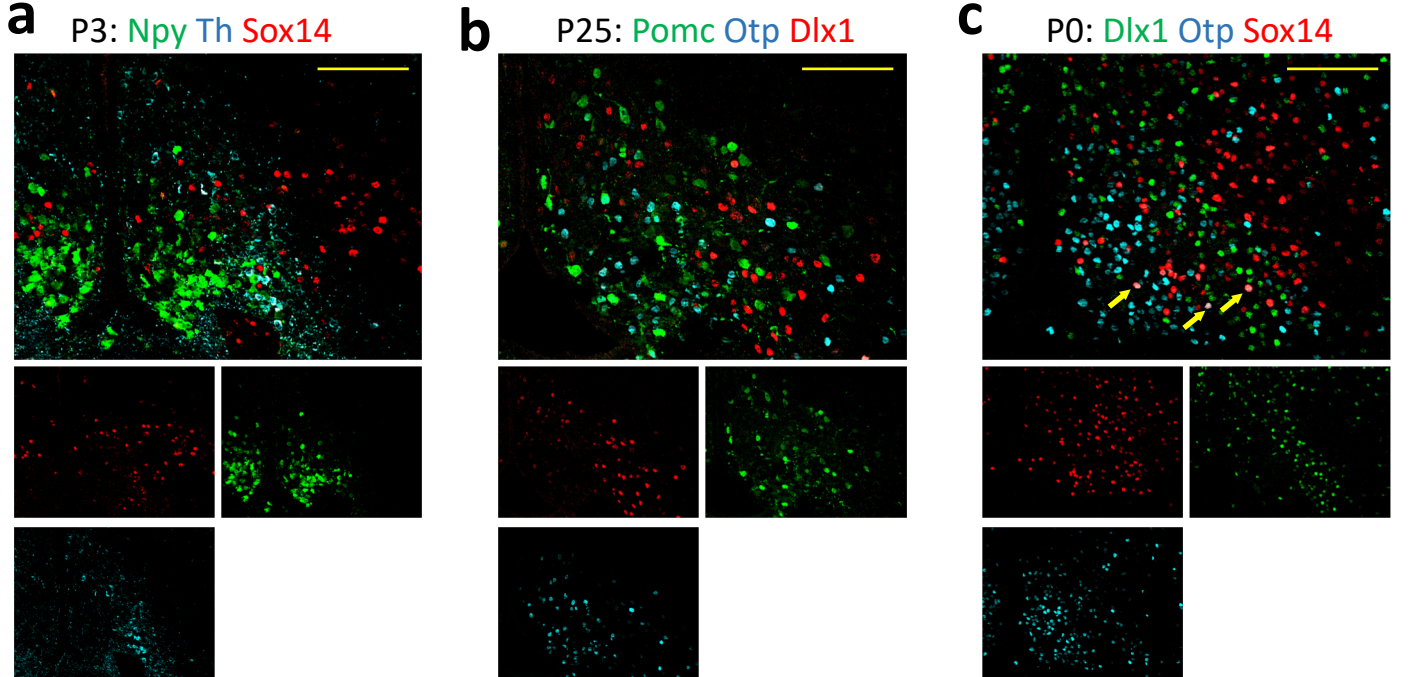

**Supplementary Fig. 15.** Validation of our E15 scRNA-seq results (II). Using IHC, we confirmed segregation of multiple cell types that we identified in our scRNAseq analysis of E15 ARC. Npy and Pomc (green) signals are from *Npy-Gfp* (**a**) and *Pomc-eGfp* (**b**) reporter mice, respectively. Signals for Npy, Th and Sox14 (**a**), Pomc, Otp and Dlx1 (**b**), and Dlx1, Otp and Sox14 (**c**) in the ARC, except a few cells that coexpress Sox14 and Otp (yellow arrows) (**c**), do not overlap, suggesting: Npy<sup>+</sup> AgRP-neurons, Th<sup>+</sup> neurons (which include Ghrh-neurons) and Sox14<sup>+</sup> Kisspeptin-neurons represent distinct populations of neurons (**a**); Pomc<sup>+</sup> Pomc-neurons, Otp<sup>+</sup> neurons (such as AgRP-neurons) and Dlx1<sup>+</sup> neurons (e.g., Ghrh-neurons) represent distinct populations of neurons (**b**); and Dlx1<sup>+</sup> neurons, Otp<sup>+</sup> neurons and Sox14<sup>+</sup> Kisspeptin-neurons represent mostly distinct populations of neurons (**c**). All scale bars are for 100 μm.

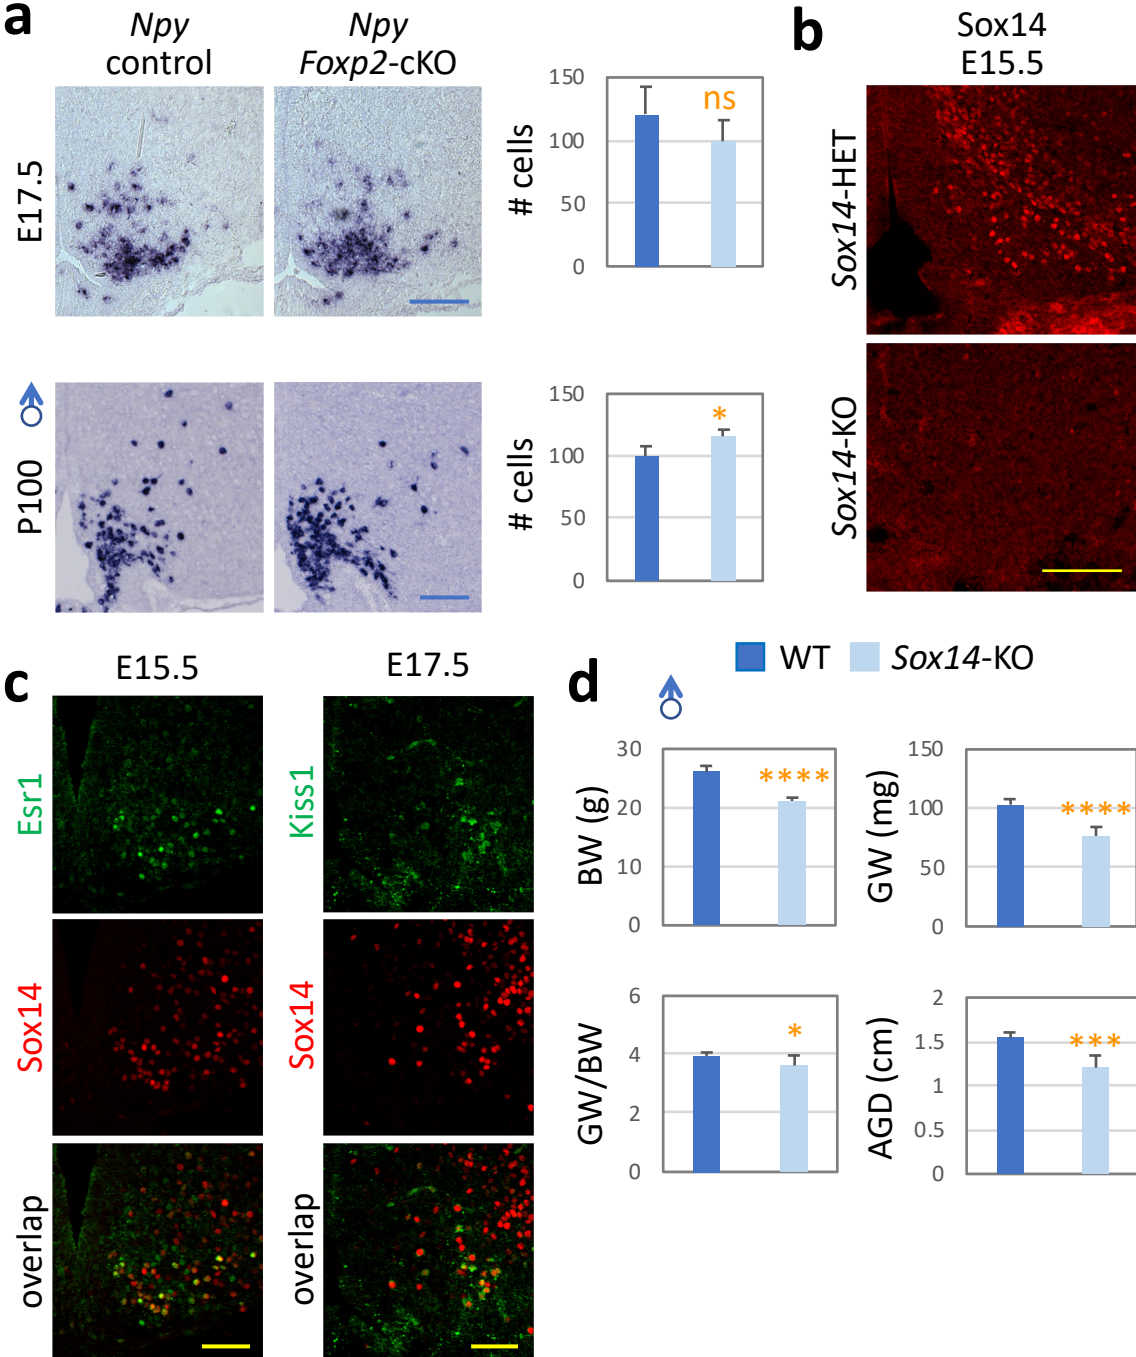

**Supplementary Fig. 16. a** ISH against *Npy* reveals that the number of *Npy*<sup>+</sup> cells (i.e., *Agrp*-neurons) in the ARC is not reduced in *Foxp2*-cKO mice relative to control mice at both E17.5 and P100 (male). **b** Our home-made Sox14 antibody was tested for specificity using E15.5 Sox14-HET vs. Sox14-KO ARC. **c** IHC with antibodies against Sox14 (red) and Esr1 or Kiss1 (green) reveals co-expression of Sox14 with Esr1 and Kiss1 in a subset of cells, which likely represent Kisspeptin-neurons. **d** Measurement of body weight, GW (for gonad weight), and AGD (for anogenital distance) for P100 male mice. The number of mice per each genotype was 3~9. All scale bars are for 100  $\mu$ m. Statistical differences were determined by Student's t-test;  $p < 0.05$  (one asterisk),  $p < 0.001$  (three asterisks),  $p < 0.0001$  (four asterisks) and 'ns' indicates not-significant ( $p > 0.05$ ).

# Supplementary material for: Single cell transcriptome analysis of developing arcuate nucleus neurons uncovers their key developmental regulators
**Source:** Nat Commun. 2019 Aug 16;10:3696. doi: 10.1038/s41467-019-11667-y
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☐ A description of all covariates tested
- ☐ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

We provided all the info in the text and the methods section.

Data analysis

We provided all the info in the text and the methods section and submitted all data analysis tools, as further explained in the code and software submission checklist. These include:

- cellranger-2.1.1
- Seurat\_2.3.4
- Matrix\_1.2-15
- cowplot\_0.9.4
- ggplot2\_3.1.0

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Our scRNA-seq data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE126480.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | n=3 or more, as described in every figure.                                                                                                                                             |
| Data exclusions | No data was excluded.                                                                                                                                                                  |
| Replication     | cKO was compared with littermates to reduce variability in stainings and ISH. The replicability of our data is represented by statistical significances too.                           |
| Randomization   | We randomly compared cKO mice with controls.                                                                                                                                           |
| Blinding        | While the cKO was determined before the phenotypic measurements by genotyping for the mice experiments, we analyzed all mice within the same genotypes without excluding any outliers. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                      | Involved in the study                                           |
|--------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                      | Involved in the study                           |
|--------------------------|-------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | 1) Kiss1-antibody (Millipore AB9754, 1:500), Lot number 2277828<br>2) Esr1-antibody (Millipore 04-227, 1:500), Lot number 2361788<br>3) Foxp2-antibody (Abcam 16046, 1:2000), Lot number GR191926-1<br>4,5,6) We also used home-made antibodies against Sox14, Dlx1 and Otp                                                     |
| Validation      | Our home-made antibodies were tested for their specificity by showing that immunostaining for Sox14, Dlx1 and Otp is lost in knockout mouse model for each gene. The commercial Kiss1-, Esr1- and Foxp2 antibodies have been extensively validated for their specificity and accordingly utilized in many studies in the field. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                           |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | State the source of each cell line used.                                                                                                                                                                                  |
| Authentication                                                       | Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.                                                                                            |
| Mycoplasma contamination                                             | Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Name any commonly misidentified cell lines used in the study and provide a rationale for their use.                                                                                                                       |

## Palaeontology

|                     |                                                                                                                                                                                                                                                                                      |
|---------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).</i>                                                                          |
| Specimen deposition | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods      | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <i>We used mouse models and all info related each strain is stated in the text.</i>                                                                                                                                                                                                                                                                           |
| Wild animals            | <i>Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i> |
| Field-collected samples | <i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>                                                                                                     |
| Ethics oversight        | <i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>                                                                                                                                                                                 |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                      |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | <i>Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural &amp; social sciences study design questions and have nothing to add here, write "See above."</i> |
| Recruitment                | <i>Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.</i>                                                                                                                                                           |
| Ethics oversight           | <i>Identify the organization(s) that approved the study protocol.</i>                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>                            |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |
| Outcomes                    | <i>Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.</i>          |

## ChIP-seq

### Data deposition

☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

**Data access links**  
May remain private before publication. *For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.*

Files in database submission

*Provide a list of all files available in the database submission.*Genome browser session  
(e.g. [UCSC](#))*Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

## Methodology

Replicates

*Describe the experimental replicates, specifying number, type and replicate agreement.*

Sequencing depth

*Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.*

Antibodies

*Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.*

Peak calling parameters

*Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.*

Data quality

*Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.*

Software

*Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.*

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

*Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.*

Instrument

*Identify the instrument used for data collection, specifying make and model number.*

Software

*Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.*

Cell population abundance

*Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*

Gating strategy

*Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.*

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

*Indicate task or resting state; event-related or block design.*

Design specifications

*Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*

Behavioral performance measures

*State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

## Acquisition

|                               |                                                                                                                                                                                           |                                   |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------|
| Imaging type(s)               | <i>Specify: functional, structural, diffusion, perfusion.</i>                                                                                                                             |                                   |
| Field strength                | <i>Specify in Tesla</i>                                                                                                                                                                   |                                   |
| Sequence & imaging parameters | <i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i> |                                   |
| Area of acquisition           | <i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>                                                             |                                   |
| Diffusion MRI                 | <input type="checkbox"/> Used                                                                                                                                                             | <input type="checkbox"/> Not used |

## Preprocessing

|                            |                                                                                                                                                                                                                                                |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | <i>Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).</i>                                                                       |
| Normalization              | <i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i> |
| Normalization template     | <i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>                             |
| Noise and artifact removal | <i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>                                                                 |
| Volume censoring           | <i>Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.</i>                                                                                                                           |

## Statistical modeling & inference

|                                                                           |                                                                                                                                                                                                                         |
|---------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                                                   | <i>Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).</i> |
| Effect(s) tested                                                          | <i>Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.</i>                                                   |
| Specify type of analysis:                                                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                                   |
| Statistic type for inference<br>(See <a href="#">Eklund et al. 2016</a> ) | <i>Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.</i>                                                                                                                  |
| Correction                                                                | <i>Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).</i>                                                                                     |

## Models & analysis

|                                               |                                                                                                                                                                                                                                  |
|-----------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                           | Involvement in the study                                                                                                                                                                                                         |
| <input type="checkbox"/>                      | <input type="checkbox"/> Functional and/or effective connectivity                                                                                                                                                                |
| <input type="checkbox"/>                      | <input type="checkbox"/> Graph analysis                                                                                                                                                                                          |
| <input type="checkbox"/>                      | <input type="checkbox"/> Multivariate modeling or predictive analysis                                                                                                                                                            |
| Functional and/or effective connectivity      | <i>Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).</i>                                                                                         |
| Graph analysis                                | <i>Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).</i> |
| Multivariate modeling and predictive analysis | <i>Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.</i>                                                                                                       |

# Supplementary material for: Single cell transcriptome analysis of developing arcuate nucleus neurons uncovers their key developmental regulators
**Source:** Nat Commun. 2019 Aug 16;10:3696. doi: 10.1038/s41467-019-11667-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1
Description: Lists of specifically enriched genes in c0-c11 clusters

File Name: Supplementary Data 2
Description: Lists of specifically enriched genes in c0-s0 to c0-s6 subclusters

File Name: Supplementary Data 3
Description: Lists of specifically enriched genes in other subclusters

How the deposited data were processed for this re-analysis (not part of the article)

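Single-cell RNA sequencing was done on the ARC of 6 E15 Pomc-eGfp embryos, pooled into 1 library. The 4 deposited samples are 4 sequencing runs of that library, and their titles give E15.5. The values are raw UMI counts per gene and cell barcode, made by the authors with Cell Ranger from reads aligned to mm10, as deposited and without normalization. All runs were treated as 1 sample, since the counts hold no map from cells to runs or embryos. Reads were not processed again.

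The 6465 barcodes held 26277265 UMIs. Cells were kept by the limits the methods state: 200 to 4500 detected genes, at most 10% mitochondrial UMIs and an Hba-a1 count of at most 10, with genes kept when found in more than 3 cells. This left 6351 cells with a median of 3338 UMIs, which limits the detection of genes with few transcripts. Scrublet in scanpy 1.11.5 called 7 cells doublets, 0.110% of 6351 at a threshold of 0.588. A share this low means that the caller did not work here, and its calls were used only as an alternative setting. Seurat 5.3.0 in R 4.3.3, a later release of Seurat than the paper names, was used with log-normalization to 10000, variable genes by binned dispersion, regression of UMI number and mitochondrial share, 14 principal components (11 for subclusters), 30 neighbours and the original Louvain algorithm at a resolution of 0.6. Each rebuilt cluster took the name of the paper's cluster with the highest Pearson's r across genes of the mean log-normalized profile. The profiles came from the supplementary tables, of which 1998, 1998 and 1618 lines were in hand and 15165, 11314 and 11767 were not used here. The fold changes that these tables call log2 match natural logarithms: the slope of the paper's values in c0 on those computed here with the limit on mitochondrial UMIs at 5% was 1.00 for natural logarithms and 0.694 for log2.

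Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. A share of cells is the percent with at least 1 UMI, with an exact binomial (Clopper-Pearson) 95% interval, given also after each cell was thinned to 2167 UMIs, the depth that 10% of the cells do not reach. Levels are pooled UMIs as CPM with exact Poisson intervals, and a log2 ratio of CPM has a conditional exact binomial interval. Co-detection is the number of cells with UMIs of several genes over the number that independent detection would give, with a Poisson interval. Where a share or a level was 0, the limit given is that of 3 counts of the total. All intervals cover counting error only. No test, p-value or standard error is given, because cells of 1 pooled library are not replicates. The ratio and its interval were tested on simulated pooled counts, with 200 genes changed 4-fold in c0-s5. Of the intervals, 97.1% held the true value. An interval left out 0 for 80% of the changed genes and 2.90% of the unchanged ones. The counts were drawn from the Poisson model that the interval assumes, so this checks the calculation only. It does not show that the intervals hold where cells differ by more than that model allows.

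Genes were named by a rule set beforehand: every gene the paper names in its Results, Discussion and the figures on these data, the genes of the marker lists, at most 5 leading genes per described cluster, sex-linked genes and immediate-early genes. A leading gene has at least 20 UMIs in the cluster, a UMI in at least 10% of its cells and 1 of the largest ratios of CPM. Marker lists covered neurons, neural progenitors, tanycyte progenitors, cycling cells, intermediate neuronal precursors, pituitary cells and their corticotropes or melanotropes, macrophages, endothelium, mural cells, fibroblasts, oligodendrocytes and their precursors, ependymal cells, astrocytes, erythroid cells, the developing ARC neuronal types and neurons of neighbouring regions. Gene positions were taken from GENCODE vM21 on GRCm38, the assembly called mm10 in the methods.

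The adult expression lists behind the matching scores were not used here, so these scores were not recomputed. Values of some genes on the lists are not reported here. Immunostaining, in situ hybridization and knockout mice were not analysed here.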

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

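The tests of the limit on mitochondrial UMIs, of the Cga-rich cluster, of the overlap of Kiss1 with Gm28040, and of Sox14-positive and Pomc-rich cells taken without clusters were chosen only after the results were seen. The limits for reading all tests were set with the values in view. The library holds a single stage and genotype, so no biological explanation was tested for any of these signals, which lie in genes or cells that the paper does not discuss and exceed the limit that a count of 0 allows.

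Cga, a pituitary hormone gene, had 1890 UMIs in the clusters matched to c5, 1851 of them in the second, where the level was 1275 CPM. A technical explanation was that this cluster consists of damaged cells above 5% mitochondrial UMIs, with Cga as free RNA. Its 117 cells that pass a limit of 5% held Cga at 694 CPM (95% interval 628 to 766), against 7.60 CPM in c8 and c11. This argues against that explanation as the whole cause. Cga was the first leading gene of the cluster, so its excess in these cells holds in part by construction. Of the 2071 Cga UMIs in all cells, 536 were in cells that pass at 5%, so most lay above that limit. Pituitary cells in the dissected tissue are a candidate source. Of the 100 cells of c5 with at least 10 Pomc UMIs, 61% had a Pitx1 UMI, against 2.99% of 67 such cells in c0. Lhx3 was found in 32% against 2.99% and Tbx19 in 72% against 4.48%, while Nkx2-1 was found in 3% against 65.7% and Stmn2 in 29% against 100%. The cells of c5 were the shallower, with a median of 3596 UMIs against 4875. As the clusters were built from the same genes in the same cells, this contrast decides nothing by itself. Among all 226 cells with at least 10 Pomc UMIs, taken without clusters, 102 had a UMI of Pitx1, Lhx3 or Tbx19 and 91 one of Nkx2-1, and 7 had both, 0.170 of the number expected from independent detection (0.0685 to 0.351). This shows cells of different kinds, not the tissue they came from. Of the 7 corticotrope or melanotrope markers, 5 were over 2-fold higher in the second cluster of c5 and 3 in the first. Pomc is also on the list for developing Pomc-neurons, and the paper studied it in these cells.

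Gm28040 had 32 UMIs in c0-s6. Reads shared with Kiss1 are a candidate explanation both for this signal and for the 0 UMIs of Kiss1, since all 779 exon bases of Kiss1 lie in exons of Gm28040 in the GENCODE annotation, which may differ from the authors' reference. Of the 35 Gm28040 UMIs in all cells, 91.4% were in c0-s6, which holds 0.696% of all UMIs. The counts do not show from which of the overlapping genes the RNA came.

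Fezf1 had 645 UMIs in c1, 137 CPM against 10.2 CPM in c8. All 6 markers of the ventromedial hypothalamus (Nr5a1, Fezf1, Adcyap1, Nr2f2, Nkx2-1 and Sox14) were over 2-fold higher in c1 than in the other cells, and c1 is ventromedial hypothalamus-like. Neurons of the ventromedial hypothalamus in the dissected tissue are a candidate source. Of 642 Sox14-positive cells outside c0, 59.3% (55.4% to 63.2%) had a UMI of Nr5a1, Fezf1 or Adcyap1, against 6.67% (1.85% to 16.2%) of 60 in c0, a contrast that decides nothing, since Fezf1, Sox14 and Nr5a1 are the first 3 of the 5 leading genes of c1. Among all 702 Sox14-positive cells, taken without clusters, 385 had a UMI of Nr5a1, Fezf1 or Adcyap1 and 16 one of Tac2 or Esr1, and 1 had both, 0.114 of the number expected from independent detection (0.00289 to 0.635). So few cells with Tac2 or Esr1 show at most that the Sox14-positive cells are of more than 1 kind, and where c1 came from stays open. Nkx2-1 is on the list and also in ARC progenitors.

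Gbx2 had 170 UMIs in c3, 63.2 CPM, and Robo3 had 569 UMIs in c2, 205 CPM, against 0 UMIs of Gbx2 and 3.72 CPM of Robo3 in c8. In both clusters 5 of 7 markers of the thalamus or habenula were over 2-fold higher than in the other cells. Neurons from outside the Nkx2-1 territory may be the source of these clusters. In c2 and c3 the thinned share of cells with an Otp UMI was 2.65%, near the 2.55% of c8 and c11, while Tcf7l2 was found in 88.7%, Lhx9 in 62.4% and Pou4f1 in 57.6%. The place of the cells in the tissue was not measured.

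Between 5% and 10% mitochondrial UMIs there were 1311 cells that pass the stated filters. With a limit of 5%, 5040 cells pass. Whether these cells were damaged or healthy was not tested.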

How the results depend on the processing

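All alternatives below were chosen before the data were examined. For 14 results they gave 150 values. The setting with doublets removed took out only 7 cells, so its values say nothing on how stable a result is. Of the other 137 values, 120 stayed within the counting interval of the value reported, or within 1.5-fold for counts, and 17 moved out of it. These intervals cover counting error only. Only 3 results, the log2 ratios, have a sign that could turn.

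With a limit of 5% on mitochondrial UMIs, the share of cells in c0 to c3 was 65.8% and the share of Sox14 UMIs in c0 5.45%. The share of cells in c0 to c3 was 62.0% at a resolution of 0.4, 62.8% with 10 principal components, 60.9% without regression, 60.9% with 2000 variable genes and 61.0% when cells were assigned to the best-correlated profile. Assignment to the best-correlated profile also gave log2 ratios of 1.97 for Foxp2 in c0-s5 and 3.04 for Sox14 in c0-s6 and a share of 11.5% of Sox14 UMIs in c0. For these the cause was not tested. When 2 UMIs were required, the shares fell by construction, to 88.3% for Tubb3 in c0, 12.8% for Nkx2-1 in c0, 56.2% for Aif1 in c11 and 28% for Pitx1 among Pomc-rich cells of c5. Thinning, which removes UMIs, gave 94.4% for Tubb3, 25.0% for Nkx2-1 and 40.4% for Pitx1.

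Over the alternatives run, the number of cells ranged from 5040 to 6413, the number of clusters from 10 to 15 and of subclusters of c0 from 7 to 12. Enriched transcription factor pairs with a positive log2 ratio ranged from 37 to 45. The ratio of observed to expected co-detection of Npy, Ghrh and Sox14 lay between 0.185 and 0.382. Where it was lowest, with 2 UMIs required, its interval of 0.00468 to 1.03 included 1. The log2 ratio of Foxp2 in Ghrh-positive cells lay between 1.95 and 2.72. With the 5% limit no cluster matched c11, so Aif1 has no value there, although all 8 macrophage markers were over 2-fold higher in a cluster of 90 cells whose profile matched c4, and at a resolution of 0.4 no cluster matched c2.

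No paired analysis was possible because all embryos were pooled in 1 library. For the same reason there was no replicate to leave out and no other split of the samples. Depth limits genes with few UMIs most, such as Tmem215 with 7 UMIs in c0 and Agrp with 187.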

Differences from the paper's values

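The rule used was a difference of more than 1.5-fold and beyond the counting error or, for signed values, beyond the larger error. The values that differed by it were numbers of cells in matched groups, and all alternatives named for them were set before the data were examined.

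For c5 the number was 765, against the paper's 415. Here 2 rebuilt clusters, of 419 and 346 cells, matched c5, so the group is wider than the paper's. With a limit of 5% on mitochondrial UMIs it was 416 and no longer differed. Under every other alternative it still differed, with 757 to 781. For c5-s2 the number was 178, against the paper's 100. With the 5% limit it was 95 and no longer differed, and under every other alternative it still differed, with 162 to 258.

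For c9 the number was 141, against the paper's about 91 in Fig. 1b, read by eye. It did not differ with the 5% limit, with 91, with 20 principal components, with 132, or by the best-correlated profile, with 116, and differed under all others. For c11 it was 32, against the paper's about 20 in Fig. 1b, read by eye. No cluster matched c11 with the 5% limit, and under all others it differed, with 31 to 33. For c0-s2 it was 352, against the paper's about 230 in Fig. 2a, read by eye. It did not differ with the 5% limit, with 212, with 10 principal components, with 332, with 20, with 294, without regression, with 309, or by the best-correlated profile, with 248. It differed at resolutions of 0.4 and 0.8, with 2000 variable genes, with doublets removed and with another seed. For c0-s6 it was 59, against the paper's about 33 in Fig. 2a, read by eye. It did not differ with the 5% limit, with 34, at a resolution of 0.8, with 44, or by the best-correlated profile, with 39, and differed under all others. For c0-s1-s2 it was 218, against the paper's about 77 in Supplementary Fig. 10, read by eye, and for c0-s2-s1 154, against the paper's about 71 in Supplementary Fig. 13, read by eye. Both differed under every alternative, with 167 to 355 for c0-s1-s2 and 123 to 374 for c0-s2-s1.

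The 5% limit also gave differences that the stated filters did not. For c5-s1 it gave 57 cells and the stated filters 74, against the paper's 104. For c0-s0 it gave 2 subclusters and the stated filters 4, as in the paper. The number for c0-s0 was not stable: it was 3 with another seed, 2 at a resolution of 0.4 and 5 at 0.8. For the lowest share of Tubb3-positive cells in c4, c5 and c7 to c11 it gave 26.6%, without a cluster matched to c11, and the stated filters 9.38%, against the paper's 15%.

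The number of cells was 6351 under the stated filters, against the paper's 5038, and 5040 with the 5% limit. The number of subclusters of c0 was 8 against the paper's 7. It was 7 with the 5% limit, and more than 1.5 times the paper's number at a resolution of 0.8, with 12, and without regression, with 11. The Fig. 4 list as copied here has 37 distinct factors, against the paper's 38.

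The paper describes Sox14 as specific to developing Kisspeptin-neurons. Here 86.5% of the Sox14 UMIs were in c1, 6.79% in c0 and 3.43% in c0-s6. These shares follow the size of a group too, since c1 had 1078 cells and c0-s6 had 59. The level was 230 CPM in c1 and 253 CPM in c0-s6. The paper's statement cites Fig. 4, which covers subclusters of c0 and c5 but not c1. The share in c1 therefore lies outside that comparison. Among the subclusters of c0, the level was highest in c0-s6.

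The paper states that the 4 transcription factors of c5-s2 were not depleted from the subclusters of c0. Of 24 pairs, 8 had an interval of the log2 ratio below 0 and 5 one above 0. These intervals cover counting error only and are not adjusted for the number of pairs. The paper chose genes by a false discovery rate, so the measures are unlike and the pairs do not by themselves contradict it. With the 5% limit 3 pairs had one below 0.

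The paper describes c11 as the only cluster clearly identified as non-neuronal and the data as holding very little of such cells. Its legend of Supplementary Fig. 1 also gives c8 the vascular and leptomeningeal marker Lum, and c4 and c9 the tanycyte marker Rax, each beside Tubb3. Here c8, 3.54% of the cells, had all 6 fibroblast markers over 2-fold higher than the other cells, and c5 had markers of the pituitary. Together c5, c8 and c11 held 16.1% of the cells. With the 5% limit no cluster matched c11, and c5 and c8 alone held 12.3%.

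Fig. 4 lists Isl1 and Srf as enriched in c0-s4-s1. Against the other cells of c0 the log2 ratio was -0.08 for Isl1 (95% interval -0.32 to 0.15) and -0.11 for Srf (-1.27 to 0.86). With the 5% limit both were above 0, at 0.06 for Isl1 (-0.30 to 0.40) and 0.48 for Srf (-1.18 to 1.76). Against the other cells of c0-s4, all 9 factors listed for this subcluster were higher, and 8 of 9 with the 5% limit, where Nr5a2 had 0 UMIs. Of all 46 enriched pairs, 44 were higher, and 45 with the 5% limit.

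Fig. 4 lists 9 factors as depleted from c0-s1-s2, and 5 of them were higher there than in the other cells of c0, and 4 with the 5% limit. Against the other cells of c0-s1, all 9 were lower. These other cells were the subcluster of 85 cells, with Rora, Zic1 and Zic5 of the 9 among its leading genes. The count of 9 therefore holds in part by construction. Of all 38 depleted pairs, 32 were lower than in the other cells of c0. For c0-s4-s1, 5 of 6 were lower than in the other cells of c0, and 6 of 6 lower than in those of c0-s4. The paper formed c0-s1-s2 and c0-s4-s1 by reclustering c0-s1 and c0-s4. Its text does not say which cells they were compared with, so the differences for these subclusters depend on the reference chosen.

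The paper relates c5-s2 to a type of Pomc-neurons. The thinned share of its cells with a Pomc UMI was 9.36%, within the interval of c8 and c11 pooled, 5.62% to 13.3%, and with the 5% limit it was 12.9%.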

Other observations

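The tests of Pomc in c1, of the limit on mitochondrial UMIs and of Xist and Y-linked genes were chosen only after the results were seen, as was leaving c0, c1 and c5 out of the clusters taken not to make Pomc. The limits for reading all tests were set with the values in view. No biological explanation was tested, since the library holds a single stage and genotype.

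Pomc UMIs were found in clusters taken not to make it. Free RNA in the droplets may account for them, since the thinned share was 8.94% in c8 and c11 (95% interval 5.62% to 13.3%), 10.2% in c2, 9.76% in c3, 8.36% in c4, 8.55% in c7 and 7.52% in c9, with 16.2% in c6 (11.8% to 21.6%). In c1 the thinned share was 18.4% (16.0% to 20.9%), above that of c8 and c11 beyond counting error, which argues against free RNA as the whole cause there. Pomc expression in part of the cells of c1, or doublets, stays open and was not tested.

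Immediate-early genes are among the factors of c5-s2 and c0-s5. Of the 10 clusters other than c0, 5 had Egr1, Fos, Jun, Ier2, Atf3 and Dusp1 all above their CPM in c0: c4, c5, c8, c9 and c11. In c0-s5 the log2 ratio to the other cells of c0 was 1.17 for Egr1, 0.51 for Fos, 0.05 for Jun, 0.02 for Ier2, -0.37 for Atf3 and -0.53 for Dusp1. A stress response to dissociation and a difference between cell types cannot be told apart, because both would raise these genes in whole clusters.

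Of the cells of c0, 6 held UMIs of 2 of Npy, Ghrh and Sox14. Their median was 3943.5 UMIs against 3109 in the 286 cells with 1 of the genes. Doublets and single cells that express both cannot be told apart with so few cells, since 0 of the 6 were called by Scrublet, which did not work here, and 0 held both Xist and Y-linked UMIs, against 6 of the 286.

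The mean profile of c0 was closer to the one the paper prints with a limit of 5% on mitochondrial UMIs, with a median absolute difference of 0.000155 across genes, than with 10%, with 0.00142. A limit of 5% in the paper's own processing is a candidate explanation for the larger number of cells here.

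The share of cells with at least 3 Xist UMIs was 31.8% in c7 (26.1% to 38.1%), 51.3% in c2, 51.8% in c3, 82.2% in c0 and 95.7% in c5. Male and female embryos that gave unequal parts of the clusters are a candidate explanation, since Y-linked genes were at 108 CPM in c7 (89.5 to 130), 82.7 CPM in c2, 62.5 CPM in c3 and 4.49 CPM in c5. Of all cells, 10.3% had a Y-linked UMI. If so, the clusters did not come from the 6 embryos in equal parts, which a pooled library cannot show.

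Under the stated filters, the remaining marker lists gave the following numbers of markers over 2-fold higher than in the other cells. Of 9 neuron markers, 4 were in c1 and 2 each in c2 and c3. Of 8 neural progenitor markers, 7 were in c4 and c9 and 6 in c7. In c0 there were 4 of 6 markers of developing Agrp-neurons, 4 of 6 of Th-neurons, 2 of 6 of Pomc-neurons and 1 of 6 of Ghrh-neurons. In c6 there were 4 of 6 of Pomc-neurons, 3 of 6 of Ghrh-neurons and 2 of 6 of Th-neurons. Of Pomc-neurons there were also 3 of 6 in c4 and 2 of 6 in c1. No cluster had more than 1 of 8 markers of Kisspeptin-neurons, 2 of 6 of mammillary neurons, 1 of 6 of supramammillary or subthalamic neurons or 1 of 7 of paraventricular neurons. Sox14, Foxp2 and Otp each stand on more than 1 list.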
